# Transcript profiling of *plastid ferrochelatase two* mutants reveals that chloroplast singlet oxygen signals lead to global changes in RNA profiles and are mediated by Plant U-Box 4

**DOI:** 10.1186/s12870-025-06703-7

**Published:** 2025-06-03

**Authors:** Snigdha Rai, Matthew D. Lemke, Anika M. Arias, María F. Gómez Méndez, Katayoon Dehesh, Jesse D. Woodson

**Keywords:** Abiotic stress, *Arabidopsis thaliana*, Chloroplast, Programmed cell death, Reactive oxygen species, Singlet oxygen, Jasmonic acid, Salicylic acid

## Abstract

**Background:**

In response to environmental stresses, chloroplasts generate reactive oxygen species, including singlet oxygen (^1^O_2_), an excited state of oxygen that regulates chloroplast-to-nucleus (retrograde) signaling, chloroplast turnover, and programmed cell death (PCD). Yet, the central signaling mechanisms and downstream responses remain poorly understood. The *Arabidopsis thaliana plastid ferrochelatase two* (*fc2*) mutant conditionally accumulates ^1^O_2_, and Plant U-Box 4 (PUB4), a cytoplasmic E3 ubiquitin ligase, is involved in propagating ^1^O_2_ signals for chloroplast turnover and cellular degradation. Thus, the *fc2* and *fc2 pub4* mutants are useful genetic tools to elucidate these signaling pathways. Previous studies have focused on the role of ^1^O_2_ in promoting cellular degradation in *fc2* mutants, but its impact on retrograde signaling from mature chloroplasts (the major site of ^1^O_2_ production) is poorly understood.

**Results:**

To gain mechanistic insights into ^1^O_2_ signaling pathways, we compared transcriptomes of adult wt, *fc2*, and *fc2 pub4* plants. The accumulation of ^1^O_2_ in *fc2* plants broadly repressed genes involved in chloroplast function and photosynthesis, while inducing genes and transcription factors involved in abiotic and biotic stress, the biosynthesis of jasmonic acid (JA) and salicylic acid (SA), microautophagy, and senescence. Elevated JA and SA levels were observed in ^1^O_2_-stressed *fc2* plants. *pub4* reversed most of this ^1^O_2_-induced gene expression and reduced the JA content in *fc2* plants. The *pub4* mutation also blocked JA-induced senescence pathways in the dark. However*, fc2 pub4 plants* maintained constitutively elevated levels of SA even in the absence of bulk ^1^O_2_ accumulation.

**Conclusions:**

Together, this work demonstrates that in *fc2* plants, ^1^O_2_ leads to a robust retrograde signal that may protect cells by downregulating photosynthesis and ROS production while simultaneously mounting a stress response involving SA and JA. The induction of microautophagy and senescence pathways indicate that ^1^O_2_-induced cellular degradation is a genetic response to this stress, and the bulk of this transcriptional response is modulated by the PUB4 protein. However, the effect of *pub4* on hormone synthesis and signaling is complex and indicates that an intricate interplay of SA and JA are involved in promoting stress responses and programmed cell death during photo-oxidative damage.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-025-06703-7.

## Background

Plants, as sessile organisms, are constantly exposed to a variety of environmental challenges that can severely influence their growth, development, and ultimately, survival. These challenges (i.e., abiotic, and biotic stresses) trigger multilevel responses that involve stress sensing, signal transduction, regulation of gene expression, and post-translational protein modifications. As sites of photosynthesis, chloroplasts are sensitive to environmental fluctuations, and can act as stress sensors. These organelles produce reactive oxygen species (ROS), including superoxide and hydrogen peroxide at photosystem I (PSI) and singlet oxygen (^1^O_2_) at photosystem II [1]. This ROS production is exacerbated under stresses such as high or excess light (EL) [2], drought [3], heat [4], and salinity [5]. ROS is highly reactive and can damage cellular macromolecules, including lipids, proteins, and DNA. If unchecked, ROS can impair chloroplast function, disrupt photosynthesis, and lead to cell death. In photosynthetic tissues, ^1^O_2_ is the predominant ROS, causing most of the photo-oxidative damage [2]. However, ^1^O_2_ can also serve as a stress signaling metabolite, leading to the regulation of nuclear gene expression (via plastid-to-nucleus retrograde signaling), chloroplast degradation, and programmed cell death (PCD) [6–8]. As ^1^O_2_ has a short half-life (~ 1 µsec) and limited diffusion distance (~ 200 nm) [9], signaling pathways likely employ secondary messengers that exit the chloroplast to elicit a signal. However, the molecular mechanisms by which these signals act are largely unknown.

One challenge to studying ^1^O_2_ signaling in plant cells, is that chloroplast ^1^O_2_ is produced simultaneously with other types of ROS in response to natural stresses like EL [7]. Thus, it can be difficult to attribute specific responses to ^1^O_2_ during photo-oxidative stress. Researchers have turned to *Arabidopsis thaliana* mutants that conditionally accumulate chloroplast ^1^O_2_ to avoid this complication. One mutant, *plastid ferrochelatase 2* (*fc2*), is defective in one of two conserved plastid ferrochelatases (FC2) that produces heme from protoporphyrin IX (ProtoIX) in the chloroplast-localized tetrapyrrole (i.e., chlorophylls and hemes) biosynthesis pathway [10].

When *fc2* mutants are grown under diurnal cycling light conditions, the tetrapyrrole pathway is activated at dawn (i.e., after the dark-to-light shift) [11], but the newly synthesized pools of ProtoIX substrate cannot be properly metabolized. Instead, ProtoIX accumulates, becomes photo-sensitized, and quickly produces ^1^O_2_ [12, 13]. This results in differential regulation of nuclear gene expression, chloroplast degradation, and eventually PCD. Under permissive constant light conditions, *fc2* mutants avoid PCD, but still accumulate a small amount of ProtoIX and ^1^O_2_ [14]. This leads to the selective degradation of a subset of chloroplasts. Up to 29% of chloroplasts are in some stage of degradation in a single *fc2* cell, and 8% (or about 1/3 of degrading chloroplasts) interact with the central vacuole and generate “blebbing” structures that push into the vacuole compartment [14]. This process was demonstrated to be independent of autophagosome formation [15] and may instead be facilitated by fission-type microautophagy, a poorly understood process in eukaryotic cells [16]. Envelope proteins in ^1^O_2_-damaged chloroplasts are also ubiquitinated prior to chloroplast degradation and the initiation of PCD [12, 17], which may be a mechanism cells use to target damaged chloroplasts for turnover. Such a chloroplast quality control pathway (the degradation of chloroplasts and their subsequent [or concurrent] transport to the central vacuole) would ensure healthy populations of chloroplasts performing efficient photosynthesis [18]. As 80% of leaf nitrogen is stored within these organelles, they are also prime targets for nutrient redistribution [19]. The induction of PCD may also be a means to avoid necrosis and water loss [7].

Forward genetic screens in *fc2* [12, 20] and other ^1^O_2_-producing mutants [21] have isolated mutations that block these signals, demonstrating that ^1^O_2_-induced cellular degradation is genetically controlled. The cytoplasmic E3 ubiquitin ligase Plant U Box 4 (PUB4) was identified in this way as playing a signaling role [12]. *fc2-1 pub4-6* mutants (referred to as *fc2 pub4* hereafter) showed elevated levels of ProtoIX and ^1^O_2_ compared to wt plants, yet the chloroplasts were not ubiquitinated or degraded, nor was PCD initiated [12, 20]. This has led to a model where PUB4 is involved in a ^1^O_2_ signal to control chloroplast turnover and PCD, possibly by ubiquitinating proteins on damaged chloroplasts and targeting them for degradation and/or by modulating chloroplast-to-nucleus retrograde signaling [6]. As *fc2 pub4* mutants mostly lack degrading chloroplasts, PUB4 is likely involved in the initial cytoplasmic degradation of chloroplasts, but may also facilitate their subsequent transport to the central vacuole [6, 22]. Further studies have shown that PUB4 is involved in chloroplast degradation and PCD induced by EL and other sources of photo-oxidative stress [17, 20, 23, 24] and PUB4 has been shown to associate with degrading chloroplasts [25]. However, the mechanism by which this occurs is not known and no PUB4 in vivo ubiquitination targets have been identified.

In addition to cellular degradation pathways, chloroplast ^1^O_2_ can lead to chloroplast-to-nucleus retrograde signaling and affect the expression of hundreds of genes [26]. To understand the impact of ^1^O_2_ in *fc2*, we previously performed a microarray analysis of de-etiolating (greening) *fc2* seedlings [12], which demonstrated that these mutants experience photo-oxidative damage, induce putative fission-type microautophagy genes [15], and their RNA profiles resemble other ^1^O_2_ over accumulating mutants [23]. However, because this analysis used etiolated seedlings, it is not clear what impact ^1^O_2_ will have on mature chloroplasts in photosynthetic tissue and true leaves, which are the main sites of ^1^O_2_ production in plants [2]. Furthermore, no genetic suppressors of *fc2* were included in this analysis to indicate which ^1^O_2_ signaling pathways were activated.

To further understand the molecular mechanisms underlying ^1^O_2_ stress signaling and the role of PUB4 in photosynthetic tissue, here we have measured global RNA profiles of *fc2* and *fc2 pub4* plants in ^1^O_2_-producing cycling light conditions. We demonstrate that ^1^O_2_ from mature chloroplasts leads to significant alterations to global transcript profiles in adult *fc2* plants, particularly affecting chloroplast and photosynthesis-associated genes. *pub4* largely reversed these effects, restoring transcript levels to those observed in wt plants. ^1^O_2_ also led to the induction of jasmonic acid (JA) and salicylic acid (SA) biosynthesis, senescence pathways, and microautophagy. *pub4* reversed these effects except for the accumulation of SA, which was constitutive in *fc2 pub4* plants, indicating a link between PUB4 and SA metabolism and signaling. *pub4* was also shown to block dark- and JA-induced senescence, indicating that PUB4 may play a general role in senescence pathways triggered by photo-oxidative stress. Together, our results demonstrate that chloroplast ^1^O_2_ signaling is mediated by PUB4 and broadly regulates nuclear gene expression and downstream responses, thereby playing an important role in regulating a cell’s response to photo-oxidative stress.

## Results

### The singlet oxygen stress response in adult stage *fc2* mutants is blocked by the *pub4* mutation

Under constant (24 h) light conditions, Arabidopsis *fc2* plants appear healthy and do not experience PCD. However, when grown under diurnal light cycling conditions, they accumulate ^1^O_2_, which triggers retrograde signaling, bulk chloroplast degradation, and eventually PCD [12, 14, 15]. This accumulation of ^1^O_2_ has been attributed to an increase of ProtoIX at dawn [12, 27], but *fc2* seedlings have also been shown to accumulate protochlorophyllide (Pchlide) as dark-grown (etiolated) seedlings [12, 28]. As Pchlide can also produce ^1^O_2_ after a shift to the light [29], we measured Pchlide levels in wt and *fc2* seedlings in the light and after 18 h in the dark to mimic diurnal light cycling conditions. As expected, Pchlide levels increased ~ fourfold in wt in the dark, but there was no significant difference between wt and *fc2* in either condition (Additional file 1, Fig. S1a). Together, this supports earlier reports that ProtoIX, rather than Pchlide, accounts for the accumulation of ^1^O_2_ in *fc2* mutants [12, 27].

*fc2 pub4* mutants exhibit elevated levels of ^1^O_2_ compared to wt, yet they do not undergo PCD or chloroplast degradation [12, 20]. The molecular mechanism behind ^1^O_2_-induced signaling in *fc2* and its reversal by *pub4* is unknown. To understand this, we scrutinized these mutants in the adult stage under permissive 24 h light and ^1^O_2_-generating 16 h light/8 h dark diurnal (cycling) conditions. In cycling light conditions, PCD can be observed in adult *fc2* plants in the form of necrotic lesions on leaves [20, 23]. This allowed us to assess the impact of ^1^O_2_ in mature chloroplasts, which is the major site of ^1^O_2_ production in plants [2].

In 24 h light conditions, four-week-old wt, *fc2*, and *fc2 pub4* plants appear healthy (Figs. 1a and b). However, when grown for three weeks in 24 h light conditions before transitioning to cycling light conditions for one week, *fc2* exhibits leaf lesions, whereas *fc2 pub4* does not. Trypan blue stains dead cells and was used to quantify cell death (Figs. 1c-e). As expected, *fc2* showed a significant increase in cell death compared to wt under two and seven days of cycling light conditions. This was blocked by the *pub4* mutation and *fc2 pub4* showed a level of cell viability similar to wt.

**Fig. 1:**
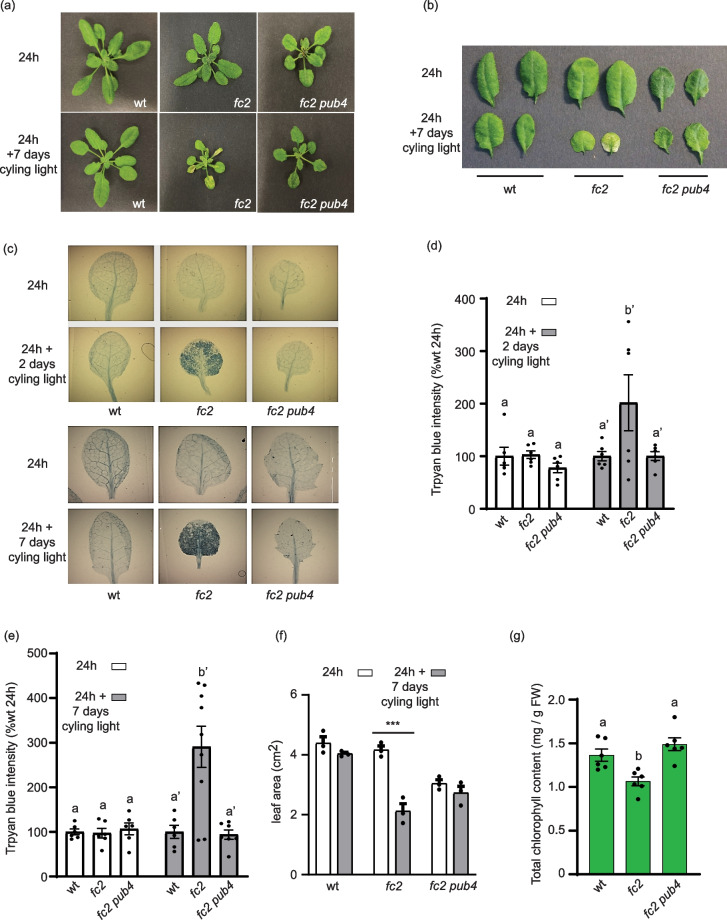
The singlet oxygen stress response in *fc2* adult plants is blocked by the *pub4* mutation. The effect of chloroplast ^1^O_2_ accumulation was assessed in adult plants. **a** Four-week-old plants grown in constant (24 h) light or under stressed conditions (three weeks in 24 h light and one week in 16 h light/8 h dark diurnal (cycling) light conditions). **b** Representative rosette leaves (#’s 3 and 4) from the plants in (a). (c) Representative leaves (#’s 3 and 4) of plants after two and seven days of cycling light conditions, stained with trypan blue. The deep dark color is indicative of cell death. **d** and **e** show mean values (± SEM) of the trypan blue signal in leaves shown in (c) (*n* ≥ 6 leaves from separate plants). **f** shows the mean total leaf area (± SEM) of plants in panel (a) (*n* = 3 plants). **g** Mean total chlorophyll content (mg/g FW) (± SEM) of adult plant leaves grown in 24 h light conditions (*n* = 6 biological replicates). For panels d, e, and g, statistical analyses were performed by a one-way ANOVA test followed by Tukey's HSD. Letters indicate statistically significant differences between samples (*P* ≤ 0.05). For panel f, a two-way ANOVA followed by Sidak multiple comparison test were used for statistical analysis (*n* = 3 leaves from separate plants) (***, *P* value ≤ 0.001). Closed circles represent individual data points

Under 24 h light conditions, *fc2* mutants exhibit pale rosettes in comparison to wt, albeit without a significant change in leaf area (Figs. 1a, b, and f). On the other hand, *fc2 pub4* mutants are green, but have significantly reduced leaf area ( ~ 30%) compared to wt. Consistently, *fc2* has reduced total chlorophyll content (normalized by fresh weight) compared to wt, and this effect is reversed by *pub4* (Fig. 1g). When total chlorophyll content was determined per seedling, *fc2 pub4* mutants still contained significantly more chlorophyll than *fc2* (Additional file 1, Fig. S1b), suggesting that this difference was not due to changes in leaf area or cell size. When transferred to cycling light conditions, *fc2* exhibits impaired growth, with 50% reduced leaf area compared to wt (Figs. 1a, b, and f). Conversely, *fc2 pub4* plants do not exhibit any significant growth reduction after a change in light conditions. Taken together, our results show that the *pub4* mutation mitigates the negative impact of chloroplast ^1^O_2_ stress in adult stage *fc2* mutants*.*

### The *pub4* mutation alters the transcriptional responses to singlet oxygen stress

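Leaf RNA of wild type (wt) and 2 mutants was sequenced. The *fc2* mutant carries a T-DNA insertion in the untranslated leader of *FC2* (AT2G30390), which encodes a plastid ferrochelatase. The *fc2 pub4* mutant also carries a point mutation in the U-box of *PUB4* (AT2G23140), which encodes an E3 ubiquitin ligase. Each genotype was grown in constant (24 h) light or shifted for the last 2 days to 16 h light and 8 h dark (cycling), and leaves were harvested 1 h after subjective dawn. The paper's main text gives 16 days of constant light before the shift and harvest at 18 days, while the legend of Fig. 2 gives 17 and 19 days. Leaves of 3 plants were pooled for each replicate. The 6 groups of genotype and light had 3 replicates each, 18 libraries in all. The libraries were made from stranded mRNA and read from a single end over 50 bases. The authors aligned the reads to the TAIR10 genome with HISAT2 and deposited the number of reads counted on each of 33602 loci, without normalization. The paper's text does not name how reads from overlapping genes, from either strand or from repeated sequence were counted. Total counts per library were 27124449 to 30205043 (median 27433981) in wt, 30100674 to 34331853 (median 33431819) in *fc2* and 31543172 to 35539708 (median 32967318) in *fc2 pub4* in 24 h light. In cycling light they were 26994499 to 39382316 (median 30082988), 34336419 to 37880398 (median 35110657) and 27841862 to 30011183 (median 28433129), in the same order. The 10 most abundant genes held 3.68 to 4.40% of the counts of the *fc2* libraries in cycling light and 5.23 to 7.38% in the other libraries. No replicates were duplicates, since the chi-square between the counts of any pair, 3.65 to 42.0 per gene, was above the 1 per gene that sampling noise gives. Counts were scaled to a common library size (CPM) by edgeR's TMM method, and each pair of groups was compared by edgeR's quasi-likelihood test on its 6 libraries, after edgeR's filter on low counts, with Benjamini-Hochberg adjustment over the genes tested (padj). The paper's cutoffs were kept. *FC2* stood at 153 ± 21.2 CPM (SD, n = 3) in wt in 24 h light and 167 ± 7.93 CPM in cycling light. In *fc2* it was 32.0 ± 2.34 CPM in 24 h light (log2FC −2.25, SE 0.11, padj = 1.25e-05) and 49.9 ± 5.18 CPM in cycling light (log2FC −1.72, SE 0.084, padj = 1.70e-06). In *fc2 pub4* it was 55.2 ± 3.27 CPM (log2FC −1.47, SE 0.099, padj = 1.79e-04) and 60.6 ± 7.03 CPM (log2FC −1.45, SE 0.075, padj = 3.39e-07). Each of the 12 mutant libraries lay below all 6 wt libraries. Scaling by library size alone moved these values most, to a log2FC of −1.49 for *fc2* in cycling light. *PUB4* had means between 21.4 and 27.2 CPM in the 6 groups, and its padj against wt was 0.0538 (log2FC −0.20) to 0.828 (log2FC −0.04) in the 4 comparisons. The transcript count does not check the *pub4* label, since a point mutation need not change it.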

To gain insight into how ^1^O_2_ may impact the *fc2* mutant, and what effect the *pub4* mutation has on this response, we performed a whole transcriptome analysis of wt, *fc2*, and *fc2 pub4* plants. Plants were first grown for 16 days in permissive 24 h light conditions. To initiate ^1^O_2_ stress, they were then shifted to cycling light conditions for two days and leaves were harvested one hour after subjective dawn (cycling light sets). A second set of plants remained in 24 h light conditions for the full 18 days (24 h sets). 

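On log2 CPM of 20630 genes with a prior count of 2, the light condition accounted for 41.0% of the variance among the 18 libraries, genotype for 22.1%, the genotype by light interaction for 17.3% and differences between replicates for 19.6%. No other division of the libraries into groups of 9 gave as large a share as light did (exact permutation test over 48620 labelings, p = 4.11e-05, the smallest p these can give). With at least 10 counts required in every library, which moved it most, the share of light was 49.8%. The first principal component held 45.1% of the variance and the second 23.2%. On the first, the 9 libraries from 24 h light lay between −51.4 and −35.6, and those from cycling light at 14.0 to 18.3 (wt), 35.8 to 39.2 (*fc2 pub4*) and 76.6 to 95.9 (*fc2*). In 24 h light the mean distance between the means of genotypes was 53.4 log2 units, 0.907 times that between single replicate libraries (58.9). In cycling light it was 102, 1.73 times that between single replicate libraries (59.2). As a mean of 3 libraries varies less than 1 library, a ratio under 1 does not mean that genotypes differed less than replicates. In each light condition no other of the 280 partitions of its libraries gave as high a ratio (exact permutation test, p = 0.00357, the smallest p possible). Over the 500 most variable genes the ratios were 1.04 and 2.13. The ratios of the light conditions were not tested against each other.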

A Principal Component Analysis (PCA) analysis (Additional file 1: Fig. S2a) and distance matrix plot (Additional file 1: Fig. S2b) were performed with the replicate samples (three each for a total of 18), indicating that the light condition had the largest effect on global gene expression and that there was less clustering of genotypes under cycling light conditions compared to 24 h light conditions. 

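At a padj under 0.01 and no limit on fold change, 62 of 19664 genes differed between *fc2* and wt in 24 h light and 8610 of 20122 in cycling light. Between *fc2 pub4* and wt, 151 of 19782 and 2820 of 19658 differed. At an unadjusted p under 0.05, these counts were 2992, 12182, 4120 and 7203. The biological coefficient of variation in 24 h and cycling light was 10.3 and 10.2% for *fc2* with wt. For *fc2 pub4* with wt it was 9.97 and 7.87%, so that the spread was wider in 24 h light there. The difference between the light conditions was itself tested as a genotype by light interaction over 12 libraries. For *fc2*, 6381 of 20411 genes had an interaction (3122 higher and 3259 lower in cycling light, padj under 0.01). For *fc2 pub4*, 50 of 20185 had one (25 in each direction), and 3291 at an unadjusted p under 0.05. The count of 50 genes was 2 without *fc2 pub4* 24 h replicate 3, 134 without *fc2 pub4* cycling replicate 2 and 402 with DESeq2.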

A pairwise comparison of gene expression between the mutants and wt supported this conclusion (Additional file 1: Figs. S3a-d), with more differences observed in the cycling light conditions irrespective of genotype.

To identify genes controlled by ^1^O_2_ and/or PUB4, we performed four pairwise comparisons between wt and the mutants in permissive 24 h light ("*fc2* vs. wt—24 h", *fc2* compared to wt, grown in 24 h light; "*fc2 pub4* vs. wt—24 h", *fc2 pub4* compared to wt grown under 24 h constant light conditions) or ^1^O_2_-inducing cycling light conditions ("*fc2* vs. wt—cycling", *fc2* compared to wt grown in cycling light conditions; "*fc2 pub4* vs. wt—cycling", *fc2 pub4* compared to wt grown under cycling light conditions). We then applied cutoffs (Log_2_ Fold-Change (FC) > ± 1.5, *padj* < 0.01) to identify a total of 1682 differentially expressed genes (DEGs) within the dataset (Fig. 2A and Additional file 2: Tables S1-5).

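In the edgeR fits, 1569 genes passed these cutoffs in at least 1 of the 4 comparisons. Requiring at least 10 counts in every library, under which fewer genes are tested, moved this total most, to 1141.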

**Fig. 2:**
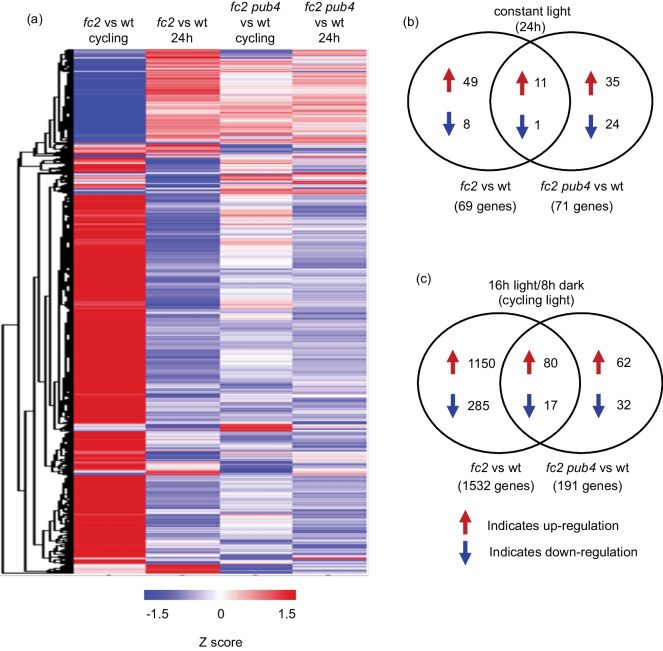
Photo-oxidative stress in *fc2* leads to a global change in transcript levels that is mostly reversed by the *pub4* mutation*.* An RNA-Seq analysis was performed to measure steady-state transcript levels in plants grown in permissive constant (24 h) light conditions for 19 days or 17 days in constant light conditions and shifted to singlet oxygen (^1^O_2_)-producing 16 h light/8 h dark diurnal (cycling) light conditions for two days. **a** A heatmap representation of the 1682 differentially expressed genes (DEGs) identified by at least one pairwise comparison between genotypes (*fc2* vs. wt or *fc2 pub4* vs. wt) in one condition (24 h or cycling) that passed the applied cutoff values (Log_2_FC > ± 1.5 and a P*adj* < 0.01). The z-score color bar at the bottom shows the range of expression values, from decreased expression (blue) to increased expression (red). Genes are hierarchically clustered based on Euclidian distance of Log_2_FC and complete linkage. **b** and **c** Venn diagrams depicting unique and shared up-regulated and down-regulated DEGs in 24 h light and cycling light conditions, respectively

Under permissive 24 h light conditions, only 69 genes were differentially expressed between wt and *fc2* (“*fc2* vs. wt – 24 h”), with 60 (87%) showing up-regulation and 9 (13%) showing down-regulation (Fig. 2B). 

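Of 19664 genes tested by edgeR, 15 were upregulated and 1 was downregulated past these cutoffs. The downregulated gene was *FC2* itself. The largest change was in *OFP17* (AT2G30395), the gene next to *FC2*, which rose from 1.18 ± 0.20 CPM (SD, n = 3) in wt to 209, 169 and 226 CPM in the 3 libraries of *fc2* (SD 29.2 CPM, log2FC 7.40, SE 0.16, padj = 9.49e-09). In cycling light it rose from 1.096 ± 0.27 to 208.9 ± 7.96 CPM (log2FC 7.55, SE 0.12, padj = 9.14e-09). The next largest were *AATP1* (AT5G40010) with a log2FC of 3.78 (SE 0.41, padj = 0.00385), *UGT73C1* (AT2G36750) with 3.50 (SE 0.39, padj = 0.00411), *UGT74E2* (AT1G05680) with 3.16 (SE 0.39, padj = 0.00677) and *HSP70* (AT3G12580) with 2.84 (SE 0.22, padj = 7.69e-04). DESeq2 on the same libraries called 58 genes up and 9 down, among them all 16 of these. Without wt 24 h replicate 1, 1 upregulated gene passed, and without *fc2* 24 h replicate 2, 20 did. With 1 library left out, padj was no longer under 0.01 for *AATP1* without any of the wt libraries (log2FC 3.33 to 4.23 over the 6 fits), for *UGT74E2* without any of these or *fc2* 24 h replicate 3 (2.70 to 3.54), for *HSP70* without wt 24 h replicate 1 or 2 (2.56 to 2.96) and for *UGT73C1* in all fits but that without *fc2* 24 h replicate 2 (3.25 to 3.66).

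**Figure D1:**
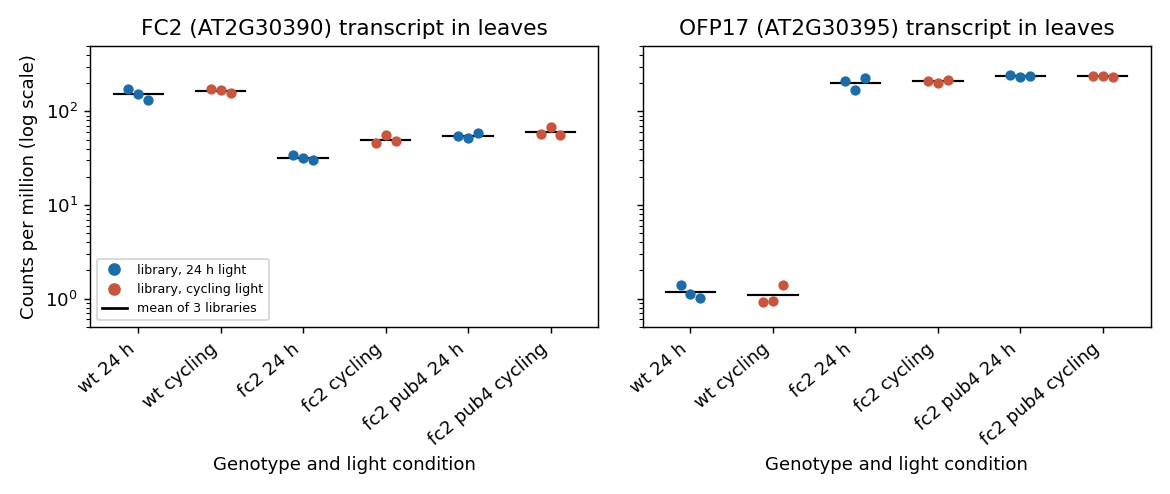
CPM of *FC2* and *OFP17* (log axis) in each of the 18 libraries by genotype and light condition. Points are libraries and lines are means of 3. *FC2* lies lower, and *OFP17* higher, in all 12 libraries of *fc2* and *fc2 pub4* than in the 6 of wt.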

Among the up-regulated genes, there was an enrichment of gene ontology (GO) terms associated with abiotic stress (e.g., heat, response to ROS) (Additional file 1: Fig. S4a and Table S6), but no GO-terms were enriched among down-regulated genes. Under cycling light conditions, the response in *fc2* (“*fc2* vs. wt – cycling”) was much more pronounced with 1532 genes exhibiting differential expression compared to wt. Among these, 1230 (80%) were upregulated and 302 (20%) were down-regulated (Fig. 2c). 

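Here edgeR called 1464 DEGs among 20122 genes tested, and DESeq2 called 1440 of these among its 1532. For 1132 of the 1464 (77.3%) the genotype by light interaction also had a padj under 0.01. Of the named genes with the largest changes, AT3G61390 rose from 0.136 ± 0.143 CPM (SD, n = 3) in wt to 32.9 ± 6.41 CPM (log2FC 8.00, SE 0.35, padj = 1.18e-06). Its log2FC was 7.38 without wt cycling replicate 3 and 9.29 without wt cycling replicate 1. No wt library had more than 3 counts of AT3G04320, AT3G56891, AT1G61080 and AT1G24807, so that a fold change for them is a lower bound. They were at least 90.7-fold, 51.5-fold, 49.2-fold and 30.2-fold higher in *fc2*. All 50-base stretches of AT1G24807 also occur elsewhere in the genome, and 16.7% of its exonic bases overlap a gene on the opposite strand.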

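With edgeR, 1166 of these genes (79.6%) were upregulated and 298 were downregulated. The split depends on the scaling between libraries. Scaling by library size alone in place of TMM raised the log2FC of the median gene to 0.23, and 1460 (90.8%) were then upregulated and 148 downregulated. Changes elsewhere are given on the TMM scale.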

The up-regulated genes were enriched for GO terms broadly related to stress (predominantly biotic stress) (Fig. 3a and Additional file 2: Table S7), including “response to jasmonic acid”, “response to salicylic acid”, “response to wounding”, and “response to bacterium”. In addition, terms related to abiotic stress such as “response to hypoxia” and “response to oxidative stress” were enriched. Conversely, the down-regulated genes were enriched for GO-terms related to photosynthesis and growth including “photosynthesis light harvesting in PSII and PSI” and “regulation of growth” (Fig. 3b and Additional file 2: Table S7). 

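Table S7 names the DEGs behind these terms. As the study chose these genes as upregulated in these libraries, their counts are not independent evidence. In the edgeR fit all 41 genes listed under the response to salicylic acid were upregulated at a padj under 0.01 (log2FC 1.50 to 6.84), as were all 43 under the response to jasmonic acid that could be matched to a locus, of 45 (log2FC 1.54 to 6.84), and all 28 under leaf senescence (log2FC 1.55 to 6.05). Adjusted over the list alone, these counts were 41, 43 and 28. Of the 41 genes of the response to salicylic acid, 38 had a genotype by light interaction at a padj under 0.01, all higher in cycling light. Of the genes tested in 24 h light, 0 of 37, 1 of 39 and 1 of 24 differed from wt (10, 7 and 2 at an unadjusted p under 0.05). These, named after their values were seen, were *TAT3* (AT2G24850, log2FC −0.72) and *YLS9* (AT2G35980, log2FC 2.47). Adjusted over each list alone, 2, 1 and 1 differed in 24 h light, and the 2 of the response to salicylic acid were lower in *fc2*. DESeq2 called 4, 2 and 1 there, of which the 4 and the 2 were all lower in *fc2* and the 1 was higher.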

As there are no ^1^O_2_-associated GO-terms, we compared DEGs to the list of the core ^1^O_2_ response genes (24 up-regulated and 11 down-regulated) identified by a meta-analysis previously performed by our group [23]. In *fc2* under cycling light conditions, 18 of the 24 up-regulated and 2 of the 11 down-regulated passed the cutoff values (compared to wt) (p = 2.18e-18, hypergeometric test), while heatmaps show that all 35 genes followed the expected expression patterns (Figs. 3c and d). This expression depended on bulk ^1^O_2_ accumulation, as none of these genes were differentially expressed under 24 h light conditions, compared to wt.

**Fig. 3:**
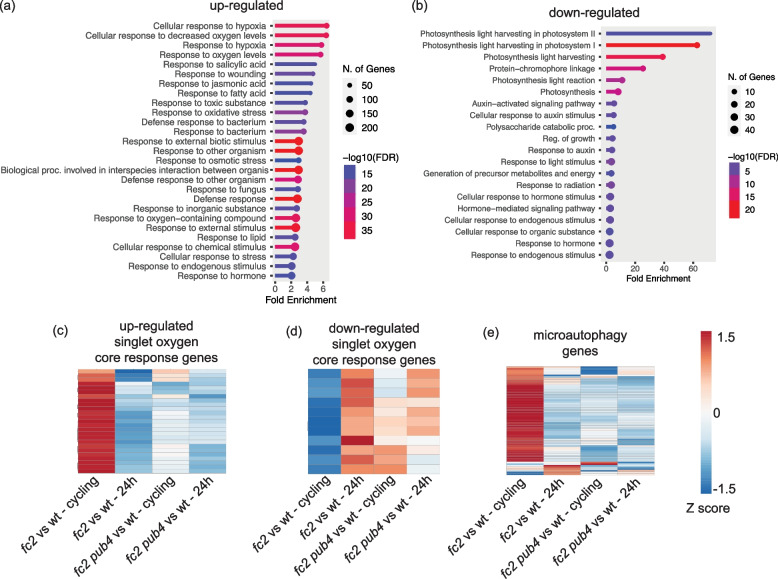
Gene ontology enrichment analysis of differentially expressed genes in *fc2*. Gene ontology (GO) term enrichment analyses of the identified (**a**) up- and (**b**) down-regulated differentially expressed genes (DEGs) in *fc2* mutants (compared to wt) in 16 h light/8 h dark diurnal (cycling) light conditions. Expression data is from the DESeq2 analysis of the included RNA-seq data set. GO-term enrichment analyses were performed using ShinyGO 0.80 with an FDR cutoff of p ≤ 0.01. x-axes indicate fold-enrichment. The ball size indicates the number of genes. The line colors represent FDR values. Shown are heatmaps representing the expression of (**c**) inducible and (**d**) repressible core singlet oxygen (.^1^O_2_) response genes from the pairwise analyses “wt vs. *fc2*” and “wt vs. *fc2 pub4*” under cycling or constant light (24 h) conditions. The z-score bar at the right shows the range of expression values, from decreased expression (blue) to increased expression (red)

To take a closer look at how similar our dataset is to other transcript profiles of ^1^O_2_-producing mutants, we compared DEGs identified in “*fc2* vs. wt – cycling” to ^1^O_2_-controlled DEGs previously identified in *flu* seedlings [30] and adult plants [26], adult *ch1* plants [31], and etiolated *fc2* seedlings [12] (Additional file 3: Table S8). Our results show that the ^1^O_2_-responsive genes in adult *fc2* plants show a mostly uniform overlap with the other four datasets (46–54% and 34–53% overlap among upregulated and down-regulated DEGs, respectively [p ≤ 1.89e-36, hypergeometric tests]). This is striking considering that the growing conditions in these experiments was highly variable with a range of photoperiods and timing of ^1^O_2_ production (30 min to two days). The experiments also used different life stages (etiolated and de-etiolated seedlings, adult plants). This suggests that ^1^O_2_ in adult *fc2* plants regulates a similar set of genes as in *fc2* seedlings or other sources of ^1^O_2_ and ^1^O_2_ signals.

Because fission-type microautophagy is expected to play a role in ^1^O_2_ induced chloroplast degradation, we monitored the expression of 66 putative markers for this degradation pathway (Additional file 4: Table S9) [15]. Under 24 h light conditions, 0 genes were differentially expressed in “*fc2* vs. wt – 24 h” (padj ≤ 0.01) (Fig. 3e). However, under cycling light conditions, 38 genes were significantly induced in “*fc2* vs. wt – 24 h” (p = 1.27e-16, hypergeometric test), suggesting that this degradation pathway is being induced by ^1^O_2_ in photosynthetically active true leaves.

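All 66 genes were found among the loci, and 64 passed the filter on low counts. None of the 64 had a padj under 0.01 in the edgeR fit, over all genes or adjusted over the list alone, and 2 had an unadjusted p under 0.05. Their log2FC lay between −0.28 and 0.16. With all 10 settings other than the leaving out of a library, the count was 0 as well.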

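In cycling light, 37 of the 64 genes tested differed between *fc2* and wt in the edgeR fit, 35 higher and 2 lower. The latter, named after their values were seen, were *VPS41* (AT1G08190, log2FC −0.37) and *HSC70-1* (AT5G02500, log2FC −0.46). The count was 41 adjusted over the list alone. Of the 64 genes, 58 had a log2FC above 0, and the median was 0.42 (range −0.46 to 2.09). As 42.8% of all genes tested differed in the same fit, an exact hypergeometric test against these gave p = 0.0109 for a change in either direction and p = 8.84e-09 for induction. An interaction with light at a padj under 0.01 was found for 30 of the genes (28 higher and 2 lower in cycling light). Library size alone, which moved the count most, gave 56 changed genes.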

Next, we assessed the effect the *pub4* mutation has on these responses. 

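Of 19782 genes tested between *fc2 pub4* and wt in 24 h light, 21 were upregulated and 11 were downregulated past the cutoffs with edgeR. *FC2* was lower, and *OFP17* was the highest of the upregulated, at 239 ± 4.14 CPM (log2FC 7.65, SE 0.10, padj = 1.33e-10). Also upregulated were *RLP21*, from 0.721 ± 0.203 CPM (SD, n = 3) in wt to 5.23 ± 0.18 CPM (log2FC 2.86, SE 0.22, padj = 3.09e-04), and AT4G28703 (log2FC 2.78, SE 0.42, padj = 0.00917). The lowest was *UNE15* (log2FC −2.64, SE 0.27, padj = 0.00148), 4.80% of whose 50-base stretches occur elsewhere in the genome and whose exons overlap other genes over 3.01% of bases on the same strand and 5.32% on the opposite strand. It was followed by AT2G32340 (log2FC −2.63, SE 0.21, padj = 5.06e-04). DESeq2 called 46 genes up and 23 down, among them all 32 of these. Without *fc2 pub4* 24 h replicate 3, 6 genes were up and 6 down, and the padj of *UNE15* was no longer under 0.01. That of AT4G28703 was under 0.01 in only 1 of the 6 fits that each left out a library, the one without *fc2 pub4* 24 h replicate 2 (log2FC 2.55 to 3.29 over the 6).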

Under 24 h light conditions, 71 DEGs were identified in “*fc2 pub4* vs. wt—24 h” (46 [65%] upregulated and 25 [35%] downregulated) (Fig. 2b). However, only a small subset of these DEGs were shared with “*fc2* vs. wt – 24 h”, indicating that the majority of the upregulated (82%) and downregulated (89%) DEGs in *fc2* are reversed by the *pub4* mutation in 24 h light conditions (Additional file 4: Table S10). 

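With edgeR, 4 of the 15 upregulated DEGs of “*fc2* vs. wt – 24 h” were also upregulated DEGs of “*fc2 pub4* vs. wt – 24 h”, so that 73.3% were not shared, against 0.0138 shared genes by chance (exact hypergeometric test, p = 6.81e-10). They were *OFP17*, *HSP70*, *UGT73C1* and *HSFA2* (AT2G26150), the last named after its values were seen. *FC2* was not shared as a DEG, since its log2FC in *fc2 pub4* did not pass the cutoff. A DEG can be missed for lack of significance, so *fc2 pub4* was also compared with *fc2* itself. Of the 15 genes, 14 had a log2FC below 0 in that comparison, and 1, *SEP1* (AT5G15800, named after its values were seen), had a padj under 0.01 (log2FC −1.84, SE 0.21, padj = 0.00144). As *SEP1* is a flower gene, flower buds in some *fc2* leaf samples may be the source, which was not tested for it. *FC2* was higher in *fc2 pub4* than in *fc2* (log2FC 0.79, SE 0.078, padj = 6.90e-04). With DESeq2, 11 of 58 upregulated DEGs were shared (81.0% not shared), and 36 (62.1%) were lower in *fc2 pub4* than in *fc2*. With edgeR, without *fc2* 24 h replicate 2 the latter count was 9, and without wt 24 h replicate 1 the number shared was 1. In data simulated without any effect of *pub4*, 0.0633% of upregulated DEGs were called lower in *fc2 pub4* and 59.6% had the opposite sign. As observed means were taken as true there, the 20 draws held 1581 upregulated DEGs, more per draw than the 15 seen. These shares are thus only a rough baseline for the 15 genes.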

The up-regulated genes shared (not reversed) by “*fc2* vs. wt – 24 h” and “*fc2 pub4* vs. wt – 24 h” were enriched for abiotic stress-related GO-terms, including “response to salt”, “response to ROS,” and “response to heat” (Additional file 1: Fig. S4b and Additional file 4: Table S11). Furthermore, the upregulated DEGs specific to “*fc2 pub4* vs. wt – 24 h” were enriched for the “defense response” GO term (Additional file 4: Table S11) suggesting that the *pub4* mutation does not entirely reverse the stress phenotype of *fc2* and may lead to a degree of constitutive stress response under permissible conditions. To test if the up-regulation of these genes is dependent on the *fc2* mutant background, we regrew our plants with the *pub4* single mutant in constant light for 21 days and measured the expression of three of the above-identified defense response genes (*Chitinase*, *AAP3*, *PTR3*) by RT-qPCR. Compared to wt, all three genes were significantly up-regulated in *pub4*, suggesting that this effect is independent of the *fc2* background and ^1^O_2_ signaling (Additional file 1: Figs. S5a-c).

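Of 19658 genes tested between *fc2 pub4* and wt in cycling light, 144 (76.2%) were upregulated and 45 downregulated past the cutoffs with edgeR. *OFP17* was at 238 ± 3.04 CPM (SD, n = 3; log2FC 7.73, SE 0.097, padj = 1.24e-13). AT1G24807, all of whose 50-base stretches occur elsewhere in the genome, was at least 17.7-fold higher. AT3G61390 had a log2FC of 3.92 (SE 0.58, padj = 3.88e-04), or 5.20 without wt cycling replicate 1. *CSLA01* fell from 4.73 ± 1.27 to 0.287 ± 0.076 CPM (log2FC −4.01, SE 0.32, padj = 3.89e-06) and *RXF26* from 2.45 ± 1.81 to 0.153 ± 0.133 CPM (log2FC −3.92, SE 0.71, padj = 0.00160). Of the 189 DEGs, 177 were also called by DESeq2. With at least 10 counts required in every library, 85 were upregulated. Without *fc2 pub4* cycling replicate 2, 71 genes were downregulated. The genotype by light interaction had a padj under 0.01 for 5 of the 189 DEGs (2.65%). These, named after their values were seen, were AT1G30720, *BBX14*, AT3G25670, *ASN1* and *BCB*.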

In cycling light conditions, 191 DEGs were identified in “*fc2 pub4* vs. wt – cycling” with 142 (74%) showing up-regulation and 49 (26%) showing down-regulation (Fig. 2c). 

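In the edgeR fits for cycling light, 79 of the 1166 upregulated DEGs of *fc2* were also upregulated DEGs of *fc2 pub4* (93.2% not shared, 6.30 shared by chance, exact hypergeometric test, p = 2.59e-70). Of the 298 downregulated DEGs, 16 were shared (94.6% not shared, 0.685 by chance, exact p = 2.42e-18). Tested against *fc2* itself, *fc2 pub4* had a lower level at a padj under 0.01 for 992 of the upregulated DEGs (85.1%) and a higher level for 220 of the downregulated ones (73.8%). The log2FC between *fc2 pub4* and *fc2* had the opposite sign for 1158 of the 1166 and 279 of the 298, whereas 54.6 and 52.3% did so in data simulated without any effect of *pub4*. The median log2FC of the upregulated DEGs was 2.44 in *fc2* and 0.58 in *fc2 pub4*, and that of the downregulated DEGs was −1.74 and −0.50. Under library size alone, 102 downregulated DEGs were higher in *fc2 pub4* than in *fc2*, out of 148.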

As in 24 h light conditions, the majority of upregulated (93%) and downregulated (94%) DEGs found in “*fc2* vs. wt – cycling” were not shared with “*fc2 pub4* vs. wt – cycling”, (Additional file 4: Table S10) suggesting that *pub4* reverses most of the gene expression in *fc2* during cycling light conditions. This was consistent for the core ^1^O_2_ response genes, none of which were differentially expressed in “*fc2 pub4* vs. wt – cycling” (Figs. 3c and d). *pub4* also completely reversed the induction of fission-type microautophagy genes, with 0 being significantly induced in “*fc2 pub4* vs. wt – cycling” (Fig. 3e).

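None of the 64 microautophagy genes tested had a padj under 0.01 between *fc2 pub4* and wt in cycling light, and 16 had an unadjusted p under 0.05. Of these genes 25 had a log2FC above 0 and 39 below 0 (−0.33 to 0.30). The count was also 0 adjusted over the list alone. Single settings raised it above 0, with 7 genes at a padj under 0.05, 3 under library size alone and 1 each with DESeq2 (lower in *fc2 pub4*), with DESeq2 over all 18 libraries and without *fc2 pub4* cycling replicate 2. Compared with *fc2* in the same light, 41 of the genes were lower and 1 was higher in *fc2 pub4* at a padj under 0.01, and 47 differed adjusted over the list alone. None differed between *fc2 pub4* and wt in 24 h light (6 at an unadjusted p under 0.05). The core singlet oxygen response genes were not analysed here.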

To determine if *pub4* reverses the expression of these genes by blocking a ^1^O_2_ signal in *fc2*, we regrew our plants under cycling light conditions and included the single *pub4* mutant. Using RT-qPCR, we tested the expression of seven ^1^O_2_ responsive genes that were either induced (*BAP1*, *SIB1*, *NOD*, and *ZAT12*) or repressed (*CA1*, *CHLH*, and *LHCB1*.*2*) in *fc2* and then restored in the *fc2 pub4* mutant (Additional file 4: Table S10). In all cases, transcript levels were not significantly different between wt and *pub4*, suggesting that *pub4* does not constitutively affect their expression and that *fc2 pub4* mutants are likely blocking a ^1^O_2_ retrograde signal (Additional file 1: Fig. S5d-j).

Next, we aimed to determine if the DEGs identified in other transcript profiles of ^1^O_2_-producing mutants may be regulated by PUB4. To this end, we compared the list of DEGs affected by *pub4* (i.e., DEGs in “*fc2* vs. wt – cycling” that were not shared with”*fc2 pub4* vs. wt – cycling”) and compared them with those misregulated in the publicly available datasets mentioned above (Additional file 3: Table S8). We observed a mostly uniform overlap with the other four datasets (38–49% and 32–51% overlap among upregulated and down-regulated DEGs, respectively [*p* ≤ 1.01e-34, hypergeometric tests]). Together, this suggests that part of the ^1^O_2_ response in these datasets may be controlled by PUB4, and/or that ^1^O_2_ signaling pathways converge downstream of PUB4 to regulate gene expression.

Among the up-regulated DEGs shared (not reversed) by “*fc2* vs. wt – cycling” and “*fc2 pub4* vs. wt – cycling”, GO-terms associated with biotic and abiotic stress (e.g., ROS-related terms, defense responses) remained enriched (Additional file 1: Fig. S6a and Additional file 4: Table S12). This suggests that *fc2 pub4* plants still initiate some level of stress response, although terms associated with JA and SA signaling were notably absent. Only GO-terms associated with wax and fatty acid biosynthesis were enriched among shared down-regulated genes, while terms associated with photosynthesis were absent (Additional file 1: Figs. S6b and Additional file 4: Table S12). The latter observation may explain how *pub4* partially alleviates the negative impact on photosynthesis. To validate these RNA-seq data, we compared the relative expression changes of nine DEGs identified in “*fc2* vs. wt – cycling” and “*fc2 pub4* vs. wt – cycling” to results obtained from an analysis of independently grown plants using RT-qPCR (R^2^ = 0.678) (Additional file 1: Fig. S6c). Together, these results show the broad impact chloroplast ^1^O_2_ can have on nuclear gene expression, most of which is dependent on proper PUB4 function.

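Compared with *fc2* itself, *fc2 pub4* had 235 DEGs higher and 838 lower in cycling light, among 20116 genes tested, and 32 higher and 32 lower in 24 h light, among 19851. At a padj under 0.01 alone, 7329 and 295 genes differed (11345 and 4418 at an unadjusted p under 0.05). DESeq2 called 1147 and 129 DEGs, 1047 and 63 of them called by edgeR too. Without *fc2 pub4* 24 h replicate 3, 7 genes were lower in 24 h light, and without *fc2* 24 h replicate 3, 12 were higher. Across genes, which are not independent replicates, the log2FC of *fc2* and of *fc2 pub4* against wt had a Pearson's r of 0.42 in 24 h light and 0.55 in cycling light. As both are set against the same wt libraries, part of this is built in, and simulated comparisons with no effect gave 0.51 and 0.50. The paper concludes that singlet oxygen from the chloroplast can broadly affect the expression of nuclear genes and that most of this depends on PUB4. It draws this from its results together, which besides the DEG counts include GO terms, other transcriptomes and RT-qPCR.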

### WRKY and NAC transcription factor targets are induced by singlet oxygen and activation of NAC targets is blocked by the *pub4* mutation

Given the significant effect ^1^O_2_ has on gene expression in *fc2*, we next asked if any transcriptional regulatory mechanisms are involved. To this end, we identified additional DEGs in each of the four pairwise comparisons by relaxing our cutoff criteria (log_2_FC > ± 1 and *padj* < 0.01) (Additional file 4: Table S13) and compared the resulting DEG list to a curated list of transcription factors (TFs) (Additional file 4: Table S14) [32, 33]. This led to the identification of 254 differentially expressed TFs (DETFs) in our data set (Additional file 1: Fig. S7a and Additional file 4: Table S14). 

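Table S14 lists 1717 transcription factor genes, all found among the loci. With edgeR, 238 of them passed the relaxed cutoffs in at least 1 of the 4 comparisons. DESeq2, under which more of them were tested, gave 254.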

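In cycling light, 1240 transcription factor genes were tested between *fc2* and wt by edgeR, and 212 passed, 147 higher and 65 lower in *fc2*. For 24 h light 2 of 1191 passed, which were *HSFA2* (log2FC 2.30, SE 0.21, padj = 0.00160) and *SEP1* (log2FC 2.34, SE 0.22, padj = 0.00160), both named after their values were seen. None of the 212 was among them. DESeq2 moved the count for 24 h light most, to 13. That count was 0 without wt 24 h replicate 1 and 3 without wt 24 h replicate 3. The counts carry no test of a difference between the light conditions.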

219 DETFs were identified in “*fc2* vs. wt – cycling”, with 216 of these DETFs possibly dependent on high levels of ^1^O_2_, as they were not found in “*fc2* vs. wt – 24 h” (Additional file 1: Fig. S7b). 

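Between *fc2 pub4* and wt in cycling light, 42 of 1192 transcription factor genes passed with edgeR, 28 higher and 14 lower. Of these, 17 were also among the 212 that passed in *fc2*. In 24 h light 2 of 1198 passed, *HSFA2* (log2FC 1.56) and *NTT* (AT3G57670, log2FC 1.66), named after their values were seen. With DESeq2, 11 passed in 24 h light.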

We only identified 41 DETFs in “*fc2 pub4* vs. wt – cycling”, and only 18 of these DETFs were shared with “*fc2* vs. wt – cycling”, suggesting that most of the changes observed in *fc2* can be reversed by the *pub4* mutation (Additional file 1: Fig. S7c). We also analyzed these DETFs for enrichment of specific families of TFs (Additional file 1: Fig. S7d and Additional file 4: Tables S15 and S16). WRKY, Ethylene Response Factor (ERF), and NAC TF family member genes were significantly enriched in “*fc2* vs. wt – cycling”, while only WRKYs and ERFs were significantly enriched (albeit in reduced numbers) in “*fc2 pub4* vs. wt – cycling.” 

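Each family's share of the upregulated factors was compared with its share of all factors tested in the same edgeR fit (hypergeometric test, Benjamini-Hochberg adjustment over 45 families with at least 5 tested members in *fc2* and 44 in *fc2 pub4*). In “*fc2* vs. wt – cycling”, 32 of 62 WRKY genes were upregulated (adjusted p = 9.74e-14), as were 25 of 90 ERF genes (adjusted p = 2.29e-04) and 22 of 74 NAC genes (adjusted p = 2.29e-04). With at least 10 counts required in every library, the adjusted p of ERF was 0.239. In “*fc2 pub4* vs. wt – cycling”, 6 of 57 WRKY genes (adjusted p = 0.067) and 6 of 79 ERF genes (adjusted p = 0.179) were upregulated, and no family passed 0.05. For WRKY the adjusted p fell under 0.05 in 7 alternatives, to between 0.00399 (library size alone) and 0.0440 (DESeq2), and without *fc2 pub4* cycling replicate 1 (0.00296), *fc2 pub4* cycling replicate 2 (0.0444) or wt cycling replicate 2 (0.0115). For ERF it was 0.0440 with DESeq2, 0.0254 with transcription factors called at a padj under 0.05 and 0.0278 without wt cycling replicate 1.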

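Among the downregulated transcription factors of “*fc2* vs. wt – cycling”, 5 of 13 CO-like genes were found (adjusted p = 0.0142 over 45 families), 13 of 115 bHLH genes (adjusted p = 0.109) and 7 of 52 MYB-related genes (adjusted p = 0.240). The CO-like genes, named after their values were seen, were *BBX14*, *BBX15*, *BBX16*, *BBX17* and *COL2* (log2FC −1.90 to −1.09). Their adjusted p was 0.201 under library size alone, and 0.0268 to 0.0954 with 1 library left out, with 0.0954 without wt cycling replicate 1. The enrichment was lost without any of the wt libraries or without *fc2* cycling replicate 1. For bHLH and MYB-related genes it was 0.0434 without *fc2* cycling replicate 2, and for bHLH 0.0296 with factors called at a padj under 0.05. In “*fc2 pub4* vs. wt – cycling”, 5 of 23 MIKC MADS genes were downregulated (adjusted p = 1.33e-04 over 44 families). These, again named after their values were seen, were *AG*, *SEP1*, *AGL42*, *MAF4* and *MAF5* (log2FC −2.39 to −1.35). Without wt cycling replicate 2 the adjusted p was 0.431, and without *fc2 pub4* cycling replicate 1 it was 0.165. *AG* and *SEP1* are flower genes. Of 8 marker genes of flowers tested in this comparison, 7 were lower and 1 was higher in *fc2 pub4* (median log2FC −0.85), with only *AG* at a padj under 0.01. Flower buds in some wt leaf samples may thus contribute to this enrichment, which was not tested.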

For down-regulated TFs, CONSTANS (CO)-like, basic/helix-loop-helix (bHLH), and myeloblastosis (MYB)-related TFs were enriched in “*fc2* vs. wt – cycling”, and MIKC MADS TFs were enriched in “*fc2 pub4* vs. wt – cycling.” Together these data suggest ^1^O_2_ accumulation leads to the reprogramming of hundreds of TFs. This mostly involves PUB4, although some ERFs and WRKYs may be regulated independently.

Next, we performed a GO term enrichment analysis to identify processes that may be affected by these DETFs (Additional file 4: Table S17). DETFs identified in “*fc2* vs. wt – cycling” were enriched for GO-terms associated with stress hormone signaling (SA, JA, ABA, and ethylene), regulation of leaf senescence, biotic defense response (e.g., response to bacterium and chitin), and response to abiotic stresses (e.g., hypoxia and water deprivation) (Additional file 1: Fig. S8a). Among down-regulated DETFs, only the GO-term “gibberellic acid signaling” was enriched. In contrast, only ethylene signaling GO-terms were observed to be enriched in up-regulated DETFs within “*fc2 pub4* vs. wt – cycling” (Additional file 1: Fig. S8b) suggesting that many of the ^1^O_2_ transcriptional networks may be modulated by PUB4.

The WRKY TFs upregulated in “*fc2* vs. wt – cycling” were enriched for terms related to stress hormone signaling (SA and JA), biotic defense response (response to bacterium and chitin), response to abiotic stresses (water deprivation), and regulation of leaf senescence. The ERF TFs in the same set were enriched for terms related to ethylene stress hormone signaling, and response to abiotic stresses (water deprivation). The NAC TFs were enriched for terms associated with the regulation of leaf senescence (Additional file 1: Fig. S8c). In “*fc2 pub4* vs. wt – cycling”, on the other hand, we only observed SA and ethylene stress hormone signaling to be associated with the WRKY and ERF DETFs, respectively (Additional file 1: Fig. S8d). Together, these observations suggest that the *pub4* mutation negatively affects the chloroplast ^1^O_2_-induced activation of TFs involved in JA signaling, defense responses, and leaf senescence, but less so for SA signaling.

Next, we performed a transcription factor enrichment analysis (TFEA) to investigate if these induced TFs are responsible for the observed transcriptional response. We observed targets of 179 and 115 TFs in the “*fc2* vs. wt – cycling” comparison to be represented in upregulated and down-regulated DEGs, respectively (Additional file 1: Figs. S9a and b and Additional file 4: Table S18). The *pub4* mutation mostly reversed this trend with only 39 and 7 TFs shared among the up-regulated and down-regulated DEG targets, respectively, in “*fc2 pub4* vs. wt – cycling”. Among the TFs identified, WRKYs, NACs, bZIP, MYB, and BES1 TF targets were enriched in “*fc2* vs. wt – cycling” (Additional file 1: Fig S9c and Additional file 4: Table S19). Notably, ERF TF targets were not enriched in this analysis, even though ERF TFs were enriched in the DETF analysis. *pub4* reversed these effects, except for WRKYs, 30 of which were enriched in “*fc2 pub4* vs. wt – cycling”. Interestingly, these 30 WRKY TFs are all shared with “*fc2* vs. wt – cycling”, suggesting their function is dependent on ^1^O_2_ accumulation, but is not mediated by PUB4.

When we compared the lists of TFs from the DETF analysis and TFEA, we found an overlap of 57 and 5 TFs, respectively between “*fc2* vs. wt – cycling” and “*fc2 pub4* vs. wt cycling” (Additional file 1: Figs. S9d and e and Additional file 4: Table S20). This maintained the general trend of enrichment of WRKYs (23) and NACs (16) in “*fc2* vs wt – cycling”*,* and the retention of WRKYs (5) in *“fc2 pub4* vs. wt – cycling”. Interestingly, the five WRKYs present in “*fc2 pub4* vs. wt – cycling” that may act independently from PUB4 include WRKY33 and WRKY40, which respond to ^1^O_2_ [30, 34, 35] and SA signaling [36]. Together, these results suggest that ^1^O_2_ induces a robust transcriptional change by regulating the expression of hundreds of TFs, particularly WRKY and NAC family members. The *pub4* mutation may block part of this response by affecting the expression (WRKYs and NACs) and activation (WRKYs) of some of these TFs, while still retaining part of the PUB4-independent WRKY-directed stress response for SA signaling.

### Singlet oxygen affects plastid protein gene expression and regulation

Under cycling light conditions, downregulated DEGs in *fc2* were predominantly associated with chloroplasts, particularly the photosynthetic light reactions (Fig. 3b). To further understand how ^1^O_2_ affects chloroplasts and photosynthesis at the level of transcript accumulation, we used the list of 2495 plastid protein-encoding genes (PPEGs) (both plastid- and nuclear-encoded) from the Plant Proteome database (PPDB) (http://ppdb.tc.cornell.edu/dbsearch/subproteome.aspx). After removing splice variants and genes with unavailable data, a list of 1730 unique PPEGs was established and their relative expression within the RNA-seq data set were assessed (Fig. 4a and Additional file 4: Table S21). Under cycling light conditions, 1,135 PPEGs (66%) exhibited significant (*padj* < 0.01) alterations in “*fc2* vs. to wt – cycling” (*p* = 2.21e-266, hypergeometric test) with 56% and 9% of the total PPEGs being downregulated and upregulated, respectively (Fig. 4b). This effect was partially reversed by *pub4* with 26% of PPEGs (86 up-regulated and 361 down-regulated) still exhibiting altered expression in “*fc2 pub4* vs. wt – cycling” (*p* = 1.07e-100, hypergeometric test).

**Fig. 4:**
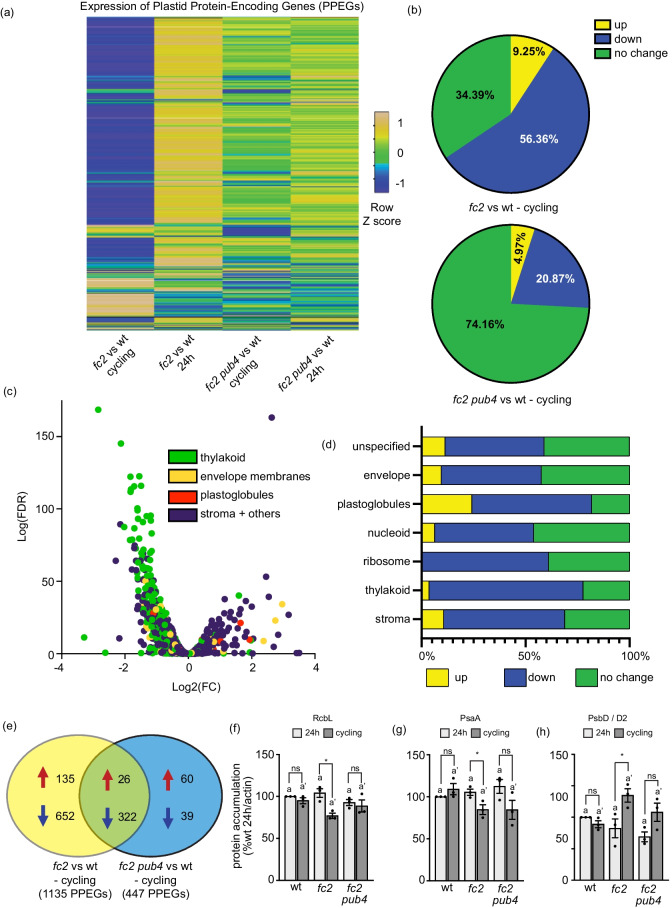
Analysis of plastid protein-encoding gene expression during singlet oxygen stress. We assessed the effect of singlet oxygen (^1^O_2_) signaling on the expression of plastid protein-encoding genes (PPEGs). Expression data is from the DESeq2 analysis of the included RNA-seq data set. (**a**) Heat map showing the expression of 1730 PPEGs (both plastid- and nuclear-encoded) in *fc2* and *fc2 pub4* (relative to wt), grown under constant light (24 h) and 16 h light/8 h dark diurnal (cycling) light conditions. The up-regulated genes are shown in yellow, the down-regulated genes in blue, and genes with no change in expression are shown in green. (**b**) Pie chart showing the same 1730 PPEGs differentially expressed in *fc2* vs. wt (top) and *fc2 pub4* vs. wt (bottom), in cycling light conditions (*padj* < 0.01). The up-regulated genes are shown in yellow, the down-regulated genes in blue, and genes with no significant change in expression are shown in green. (**c**) Volcano plot representation of *PPEG* expression in *fc2* compared to wt, grown in cycling light conditions. The genes are color coded based on the predicted localization of their protein products (thylakoid, envelope membranes, plastoglobules, and stroma with other associated locations). The x- and y-axes show log_2_ fold-change in expression and the Log_10_ false discovery rate of a transcript being differentially expressed, respectively. (**d**) Bar graph showing percentage of PPEGs that are up-regulated (yellow), down-regulated (blue), or have no significant change (green) in *fc2* in cycling light conditions (compared to wt), based on predicted sub-plastid localization of their protein products (envelope membranes, thylakoid, stroma, plastoglobule, ribosome, nucleoid, and unspecified locations within plastid) (*padj* < 0.01). (**e**) Venn diagram comparing differentially expressed PPEGs in *fc2* and *fc2 pub4*, in cycling light conditions compared to wt (*padj* < 0.01). The total gene counts are grouped as up-regulated or down-regulated, indicated by a red or blue arrow, respectively. Immunoblot analysis of selected plastid-encoded proteins (**f**) RbcL, (**g**) PsaA, and (**h**) PsbD from leaves of three-week-old plants grown in constant (24 h) light conditions or grown in 24 h light conditions and shifted to 16 h light/8 h dark diurnal (cycling) light conditions for two days. Shown are mean values compared to actin levels (± SEM) and normalized to wt in 24 h light conditions (n ≥ leaves from 3 separate plants). Statistical analyses were performed using one-way ANOVA tests, and the different letters above the bars indicate significant differences within data sets determined by Tukey–Kramer post-tests (*P* ≤ 0.05). Separate analyses were performed for the different light conditions, and the significance of the cycling light is denoted by letters with a prime symbol (ʹ). Statistical analyses of genotypes between conditions were performed by student’s t-tests (*, *P* ≤ 0.05; ns, *P* ≥ 0.05). Closed circles indicate individual data points

To gain a deeper insight as to which chloroplast sub-compartments were being affected by ^1^O_2_ in *fc2* under cycling light conditions, the PPEGs were further sub-categorized by predicted protein localization (envelope, thylakoid, plastoglobule, and stroma (plus other localizations)) (Fig. 4c). While genes in all four categories were both up- and down-regulated in *fc2* compared to wt, genes encoding proteins in the thylakoid membrane were disproportionally down-regulated. To quantify this distribution, we further divided proteins into predicted chloroplast sub-compartments (including nucleoid, ribosome, and unspecified) and applied a significance cutoff of *padj* < 0.01 (Fig. 4d). As expected, the thylakoid membrane compartment is the most negatively affected in *fc2*, along with the ribosome, and nucleoid compartments. This implies that ^1^O_2_ stress in chloroplasts predominantly influences transcripts encoding photosynthetic and gene expression machinery.

To confirm this, we next performed GO-term analyses of PPEGs affected in “*fc2* vs. wt—cycling “ (Additional file 4: Table S22). As expected, based on protein localization, the 975 down-regulated PPEGs were enriched for GO-terms associated with photosynthesis light reactions and ribosome assembly (rRNA processing) as well as photosynthesis carbon reactions (Additional file 1: Fig. S10b). The 160 up-regulated PPEGs were enriched for GO-terms associated with chorismate biosynthesis (a critical step in SA biosynthesis), senescence (chlorophyll catabolism), and amino acid synthesis (phenylalanine and tryptophan) (Additional file 1: Fig. S10a). A comparison with differentially expressed PPEGs in “*fc2 pub4* vs. wt – cycling” showed that the *pub4* mutation reversed most of these patterns (Fig. 4e). However, both *fc2* and *fc2 pub4* were still enriched for GO-terms associated with stress (high light, cold, and heat) and photosynthesis (light and carbon reactions) among up- and down-regulated DEGs, respectively (Additional file 1: Figs. S11a and b). Thus, the *pub4* mutation lessens the negative impact on photosynthesis even though many of the same categories of stress genes are still induced. This is consistent with *fc2 pub4* plants remaining greener and experiencing less chlorophyll and cellular degradation compared to *fc2* (Figs. 1a-d).

Some differentially expressed PPEGs in “*fc2 pub4* vs. wt – cycling” were unique. Among the 60 up-regulated PPEGs, there was enrichment for GO-terms related to plastid gene expression (transcription, translation, rRNA processing), nucleotide import, and protein import (Additional file 1: Fig. S12a). Conversely, the 39 down-regulated PPEGs were enriched for GO terms related to SA biosynthesis (i.e., chorismate biosynthesis) and aromatic amino acid synthesis (Additional file 1: Fig. S12b). These latter terms were associated with the upregulated PPEGs in “*fc2* vs. wt – cycling” and suggest that the *pub4* mutation leads to an increase in plastid gene expression and chloroplast development while down-regulating SA biosynthesis genes.

To test if PPEGs in the nucleus or plastid are more affected by ^1^O_2_ stress conditions, we compared expression patterns of plastid (40 genes) and nuclear genes (51) encoding components of the photosynthetic light reactions (as well as *rbcL* in the plastid) (Additional file 1: Figs. S13a and b). 

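The list of plastid genes was not used here, so all 133 plastid loci in the table were taken. In cycling light 61 of these passed the filter on low counts, and together they held 0.0212 ± 0.0004% of the counts in wt and 0.0208 ± 0.0054% in *fc2* (SD, n = 3). Between *fc2* and wt, 2 had a padj under 0.01, both lower in *fc2*, and 12 had an unadjusted p under 0.05. They were ATCG00090 (log2FC −1.60, SE 0.39, padj = 0.00703) and ATCG00480 (log2FC −0.85, SE 0.21, padj = 0.00758), named after their values were seen. None passed adjusted over the list alone. The count was 4 with DESeq2 or with no filter on low counts, where ATCG00120 and ATCG00470 were lower too (log2FC −0.76 and −0.75 with DESeq2). Over all 18 libraries edgeR and DESeq2 each gave 5, with ATCG00630 as the other. These loci, also named after their values were seen, were not matched to the paper's ATP synthase genes. The count was 6 at a padj under 0.05. It was 0 under library size alone and without any 1 of the libraries other than *fc2* cycling replicate 3, and 13 without that library.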

Of the plastid genes, only three genes encoding ATP synthase subunits were differentially expressed in “*fc2* vs. wt – cycling” (*padj* < 0.01) (*p* = 0.131, hypergeometric test). In contrast, all 51 nuclear genes were repressed in “*fc2* vs wt—cycling” (*p* = 2.08e-46, hypergeometric test). 

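As the paper's list was not used here, 43 nuclear genes with the symbol of a photosystem, light-harvesting, cytochrome b6f, plastocyanin or plastid ATP synthase subunit were taken. In cycling light, 42 of the 43 were lower in *fc2* than in wt at a padj under 0.01 with edgeR, over all genes and adjusted over the list alone. The exception, named after its value was seen, was *ATPC2* (AT1G15700) (log2FC 0.20). The median log2FC was −1.44 (range −2.86 to 0.20). For 40 of them the genotype by light interaction passed too, all lower in cycling light. None of the 43 differed between *fc2* and wt in 24 h light (7 at an unadjusted p under 0.05, and 1 gene called by DESeq2 over all 18 libraries).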

For each of these genes, the *pub4* mutation reduced the strength of the repression, but 44 were still significantly repressed in “*fc2 pub4* vs. wt—cycling” (*p* = 2.05e-49, hypergeometric test).

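Between *fc2 pub4* and wt in cycling light, 37 of the same 43 nuclear genes were lower at a padj under 0.01, and 38 adjusted over the list alone. The median log2FC was −0.36 (range −0.70 to 0.11). Compared with *fc2*, 41 were higher in *fc2 pub4* at a padj under 0.01 (median log2FC 1.07). The fits over all 18 libraries moved the count of repressed genes to 9 with edgeR and 22 with DESeq2. Of the 59 plastid loci tested between *fc2 pub4* and wt, 3 had a padj under 0.01 and 12 an unadjusted p under 0.05. ATCG00480 was lower (log2FC −0.58), and ATCG00760 (log2FC 1.76) and ATCG00780 (log2FC 0.83) were higher, all named after their values were seen. The count was 5 at a padj under 0.05 and 6 without *fc2 pub4* cycling replicate 2, and it was 0 with edgeR or DESeq2 over all 18 libraries and without wt cycling replicate 2.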

Next, we tested if plastid-encoded gene expression correlated with protein abundance. Immunoblotting was used to compare the accumulation pattern of the plastid-encoded proteins RbcL (large subunit of RuBisCO), PsaA (PSI complex subunit), PsbD/D2 (PSII complex subunit), and PetB (cytochrome b_6_f complex subunit). Despite a mild effect on plastid-encoded transcripts, both RbcL and PsaA were less abundant in *fc2* plants in cycling light, compared to 24 h light conditions (Figs. 4f and g). PetB accumulation, on the other hand, was not significantly altered (Additional file 1: Fig. S13f). Surprisingly, the D2 protein was more abundant in cycling light-stressed plants (Fig. 4h). These effects were slightly reversed by *pub4*, although the D2 protein still accumulated to higher levels in *fc2 pub4* plants grown under cycling light conditions. We also tested protein accumulation in plants after seven days in cycling light conditions and observed similar patterns (Additional file 1: Figs. S13c-e, g). Together, this suggests that ^1^O_2_ affects nuclear and plastid-encoded transcripts differently, and may also affect plastid-encoded protein levels through post-translational regulatory mechanisms.

### Singlet oxygen stress in the *fc2* mutant leads to the induction of salicylic acid synthesis and signaling

The GO-terms “response to SA” and “chorismate biosynthesis” were strongly enriched among genes and TFs upregulated in *fc2* in response to ^1^O_2_ stress (Fig. 3a, Additional file 1: Figs S8a and c, S10a, and Additional file 2: Table S7) leading us to hypothesize that SA levels and/or signaling may also be induced. To this end, we assessed the relative expression of ten genes associated with SA synthesis (Figs. 5a and b and Additional file 4: Table S23) [37]. In “*fc2* vs. wt – 24 h,” none of these genes were significantly induced (*padj* < 0.01). 

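All 10 genes were tested with edgeR in 24 h light, and 0 had a padj under 0.01, with 2 at an unadjusted p under 0.05. Adjusted over the list alone, 1 passed, *EDS5* (AT4G39030), which was lower in *fc2* (log2FC −0.39, SE 0.076) and had a padj of 0.0291 over all genes. DESeq2 and a padj threshold of 0.05 gave 1 as well.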

Under cycling light conditions, however, four of these genes were significantly induced in “*fc2* vs. wt—cycling.” This included *ISOCHORISMATE SYNTHASE1* (*ICS1*) and *PBS3*, but none of the genes encoding phenylalanine ammonia-lyase (*PAL1-4*). Thus, it appears the dominant ICS pathway, rather than the PAL pathway (Fig. 5a), is induced in *fc2* under cycling light conditions. This response was mostly reversed by the *pub4* mutation. 

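With edgeR, 7 of the 10 genes had a padj under 0.01 in cycling light, 4 higher and 3 lower in *fc2*, over all genes and adjusted over the list alone. Of the induced genes, *EDS5* had a log2FC of 2.37 (SE 0.25, padj = 6.20e-05) and *AIM1* (AT4G29010) 1.17 (SE 0.090, padj = 1.17e-05).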

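*ICS1* (AT1G74710) rose from 44.4 ± 14.6 CPM (SD, n = 3) in wt to 95.6 ± 7.58 CPM in *fc2* in cycling light (log2FC 1.13, SE 0.20, padj = 0.00123), and *PBS3* (AT5G13320) from 30.4 ± 11.7 to 131 ± 13.1 CPM (log2FC 2.13, SE 0.24, padj = 7.69e-05). *PAL1*, *PAL2* and *PAL3* were lower in *fc2* (log2FC −0.64, −0.83 and −0.87, padj = 8.54e-05, 6.92e-06 and 3.56e-04). *PAL4*, at 12.6 ± 1.68 and 14.6 ± 0.52 CPM, had a log2FC of 0.24 (SE 0.11, padj = 0.0906), which passed 0.01 under library size alone (log2FC 0.47). *PAL1* and *PAL2* share 1.09 and 1.11% of their 50-base stretches with other loci. In the exact hypergeometric test against all genes, the 7 changed genes gave p = 0.0785, which was under 0.05 in 3 of the alternatives and without any library but *fc2* cycling replicate 3 (0.0169 to 0.153 over these fits). For induction alone p was 0.154. The genotype by light interaction had a padj under 0.01 for 7 of the 10 genes, 4 higher and 3 lower in cycling light. From the induction of *ICS1* and *PBS3* and its absence in the *PAL* genes, the paper proposes that the isochorismate route to SA is the one induced.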

Some of the ICS pathway genes were mildly upregulated in “*fc2 pub4* vs. wt – 24 h/cycling” but these differences were not statistically significant.

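In 24 h light *ICS1* and *PBS3* had a log2FC of 0.30 (SE 0.13, padj = 0.246) and 0.36 (SE 0.18, padj = 0.295) between *fc2 pub4* and wt. In cycling light they had 0.14 (SE 0.18, padj = 0.626) and 0.06 (SE 0.22, padj = 0.885), and both signs turned without wt cycling replicate 3 (−0.09 and −0.21), that of *PBS3* also without *fc2 pub4* cycling replicate 1 or 3. Of the 10 genes, 0 passed a padj of 0.01 in 24 h light, over all genes or adjusted over the list alone, and 2 had an unadjusted p under 0.05. In cycling light 2 passed, *PAL1* (log2FC −0.44, SE 0.047, padj = 4.21e-05) and *PAL2* (log2FC −0.52, SE 0.042, padj = 5.39e-06), both lower in *fc2 pub4*, and 6 had an unadjusted p under 0.05. In fits over all 18 libraries, edgeR and DESeq2 called neither. Between *fc2 pub4* and *fc2* in cycling light, 5 of the 10 were lower and 1 was higher in *fc2 pub4*. None of the 10 had an interaction of *fc2 pub4* with light, with 0 at an unadjusted p under 0.05.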

**Fig. 5:**
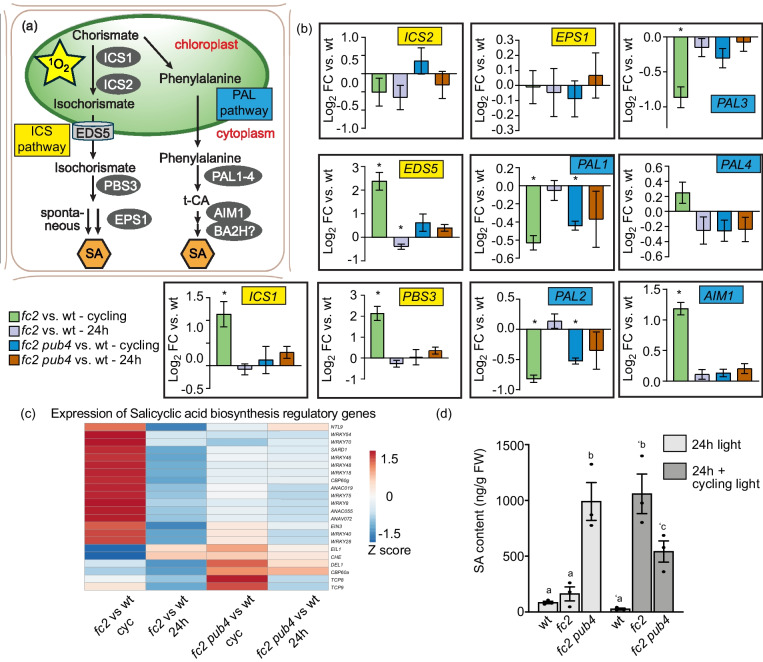
Singlet oxygen and *pub4* alter the expression of salicylic acid-related genes and salicylic acid content. The effect of singlet oxygen (^1^O_2_) on salicylic acid (SA) content and signaling was assessed. (**a**) An overview of SA synthesis via the isochorismate synthesis (ICS) (left side) and the phenylalanine ammonia-lyase (PAL) pathway (right side). (**b**) Relative expression (compared to wt in the same light condition) of ten key SA biosynthesis genes from panel a. Genes involved in the ICS and PAL pathways are labeled in yellow and blue, respectively. Expression data is from the DESeq2 analysis of the included RNA-seq data set. Error bars in the graph represent standard error (ifcSE) estimated by DESeq2 (*, *padj* < 0.01). (**c**) Heatmap showing relative expression of genes associated with the regulation of SA biosynthesis from the RNA-seq data set (“wt. vs. *fc2*” or “wt vs. *fc2 pub4*” in constant 24 h light conditions or after two days of 16 h light/8 h dark diurnal (cycling) light conditions). The blue and red colors correspond to low and high gene expression, respectively. (**d**) SA content (ng/g fresh weight (FW)) measured in 17-day-old plants (grown in 24 h light conditions or after two days of cycling light conditions). Shown are mean values ± SEM (n = 3 replicates). Statistical analysis was performed by one-way ANOVA followed by Tukey’s multiple comparison test. Different letters above the bars indicate significant differences (*P* value ≤ 0.05). Closed circles represent individual data points

We also measured the expression of 22 genes associated with the regulation of SA biosynthesis [38] and observed a similar pattern (Fig. 5c and Additional file 4: Table S23). 

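In 24 h light, all 22 genes for the regulation of SA biosynthesis were tested with edgeR, and 0 had a padj under 0.01, with 4 at an unadjusted p under 0.05. Adjusted over the list alone, 1 passed, *CBP60g* (AT5G26920), which was lower in *fc2* (log2FC −0.38, SE 0.066) with a padj of 0.0192 over all genes. DESeq2 called 1 gene, as did a padj threshold of 0.05.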

In constant light conditions, the expression of only one gene in *fc2* was significantly altered (“*fc2* vs. wt – 24 h”, *padj* < 0.01, *p* = 0.248, hypergeometric test). However, under cycling light conditions, 17 genes (77%) were significantly affected (15 up-regulated and 2 down-regulated) in “*fc2* vs. wt – cycling” (*p* = 3.29e-11, hypergeometric test). This effect was not strongly reversed by *pub4*, with 6 (*WRKYs* *8*, *28*, *20*, and *49*) and 2 (*WRKYs* *28* and *46*) of these genes still differentially expressed in “*fc2 pub4* vs. wt – cycling” and “*fc2 pub4* vs. wt – 24 h,” respectively (*p* = 3.89e-4, hypergeometric test). This indicates that *pub4* may not completely block SA regulation by ^1^O_2_, which aligns with the TF analysis (Additional file 1: Fig. S8d).

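In cycling light, 17 of the 22 genes had a padj under 0.01 with edgeR, 15 higher and 2 lower in *fc2*, over all genes and adjusted over the list alone. Against the share of all genes that differed in this fit, an exact hypergeometric test gave p = 0.00108 for a change in either direction and p = 3.96e-06 for induction. *WRKY8* had a log2FC of 3.35 (SE 0.13, padj = 7.87e-07), *WRKY28* 2.96 (SE 0.23, padj = 1.24e-05) and *WRKY46* 1.78 (SE 0.21, padj = 1.07e-04). The genotype by light interaction had a padj under 0.01 for 16 of the genes, 14 higher and 2 lower in cycling light.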

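In cycling light 5 of the 22 genes had a padj under 0.01 between *fc2 pub4* and wt with edgeR, all higher, and 8 passed adjusted over the list alone. They were *WRKY28* (log2FC 1.98, SE 0.26, padj = 1.85e-04), *WRKY40* (log2FC 1.44, SE 0.22, padj = 4.09e-04), *WRKY8* (log2FC 0.76, SE 0.13, padj = 0.00117), *WRKY48* (log2FC 0.58, SE 0.10, padj = 0.00157) and *TCP9* (log2FC 0.55, SE 0.11, padj = 0.00343), of which *WRKY48* and *TCP9* are named after their values were seen. Of the 50-base stretches of *WRKY40*, 4.07% occur elsewhere in the genome, and 3.85% of its exonic bases overlap a gene on the opposite strand. *WRKY46* was not called (log2FC 0.62, SE 0.18, padj = 0.0269), but it was with no filter on low counts and without wt cycling replicate 1 (log2FC 0.92) or *fc2 pub4* cycling replicate 2. The exact hypergeometric test gave p = 0.0107 for induction, and under 0.05 in every setting. For a change in either direction the exact p was 0.199, which was under 0.05 in 6 of the 10 alternatives (0.00638 under library size alone, where 9 genes were called) and in 2 of the 6 fits without 1 library (0.0173 without wt cycling replicate 1). Of the 22 genes, 0 passed in 24 h light (1 or 2 in 4 of the 10 alternatives) and 9 had an unadjusted p under 0.05. *WRKY28* (log2FC 1.23, SE 0.23, padj = 0.0204) passed adjusted over the list alone, and DESeq2 called it and *WRKY46* (log2FC 0.49 in both fits). In cycling light, 12 of the genes were lower and 2 higher in *fc2 pub4* than in *fc2*. None of the 22 had an interaction of *fc2 pub4* with light (4 at an unadjusted p under 0.05).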

Next, we measured SA levels in 17-day-old plants to determine if these changes in transcript levels led to increased hormone levels. Under constant light conditions, there was no significant difference in SA content between *fc2* and wt (Fig. 5d). However, upon exposure to cycling light conditions for two days, *fc2* accumulated ~ 40-fold more SA content than wt. In line with the transcript analysis, the *pub4* mutation reduced this induction by 50% but *fc2 pub4* mutants still accumulated significantly more SA than wt. Furthermore, SA content increased more than 20 times in *fc2 pub4* under constant light conditions. This suggests that SA content is constitutively high in *fc2 pub4* plants despite only a mild increase in expression of some genes involved in SA synthesis (Fig. 5b) and regulation (Fig. 5c) in this mutant. To test if the high level of SA in *fc2 pub4* plants was leading to a canonical SA response, we identified DEGs between *fc2* *pub4* and *fc2 * in constant light conditions (*padj* < 0.01) and compared them to 204 SA-responsive genes (Additional file 4: Table S24) [39]. 

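The list of SA-responsive genes was not used here. The genes that Table S7 names under the response to salicylic acid, which the study chose from these cycling light libraries and not from this comparison, were taken in its place. Of 39 tested with edgeR between *fc2 pub4* and *fc2* in 24 h light, 5 were higher in *fc2 pub4* at a padj under 0.01, and 24 had an unadjusted p under 0.05. Named after their values were seen, they were *WRKY60* (log2FC 0.60), AT3G51450 (0.79), *WRKY53* (0.75), *EDS5* (0.81) and *PTR3* (1.27). Adjusted over the list alone, 10 passed. The median log2FC of the list was 0.53 (−0.46 to 4.04), and 34 of the 39 genes were higher in *fc2 pub4*. As a set, they were higher by limma's camera test, which presets the correlation between genes (p = 5.75e-09), and by fry, which does not (p = 0.0114). The fry p was 0.00243 to 0.0497 with 1 library left out. In the fits of these set tests the median log2FC was 0.50. It fell to 0.26, with 31 genes higher, without *fc2 pub4* 24 h replicate 2, and was 0.62 without *fc2 pub4* 24 h replicate 3. Of the 10 splits of the 6 libraries, 7 gave a camera p under 0.05, the real one with the smallest.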

48 (24%) of these genes were differentially expressed between *fc2* and *fc2 pub4* (42 [88%] and 6 [12%] upregulated and downregulated, respectively) (*p* = 4.21e-28, hypergeometric test). Thus, the high level of SA in *fc2 pub4* is activating a mild, but constitutive transcriptional SA response. We also tested if this increased SA response was dependent on the *fc2* background by assessing expression of four SA response genes (*PR1*, *PR2*, *WRKY33*, and *WRY40* [39, 40]) in the *pub4* mutant by RT-qPCR. The expression of each gene was higher in *pub4*, compared to wt, suggesting that the observed SA response in *fc2 pub4* is likely independent of *fc2* and high levels of ^1^O_2_ (Additional file 1: Figs. S14a-d).

### Singlet oxygen stress leads to the induction of jasmonic acid synthesis and signaling

^1^O_2_-stressed *fc2* mutants showed an enrichment of genes associated with jasmonic acid (JA) synthesis and metabolism (Fig. 3a), suggesting that JA synthesis may also be induced by ^1^O_2_ accumulation. To test this, we used the RNA-seq data set to analyze the expression of 11 key genes involved in JA biosynthesis and signaling (Fig. 6a). Eight of these genes (including seven involved in biosynthesis) were significantly upregulated in “*fc2* vs. wt – cycling,” and only *DAD1* was still induced in “*fc2 pub4* vs. wt – cycling” (*padj* < 0.01) (Fig. 6a). 

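Of the 11 genes, 10 were tested with edgeR. *DAD1* had at most 3 counts in every library and no fold change can be given. In cycling light 7 of the 10 were higher in *fc2* than in wt at a padj under 0.01, over all genes and adjusted over the list alone. *LOX4* had a log2FC of 1.99 (SE 0.17, padj = 2.00e-05) and *AOC3* 1.82 (SE 0.23, padj = 1.66e-04). *ACX1*, *LOX2*, *OPR3* and *AOC2* had 1.28, 0.96, 0.75 and 0.55, with *MYC2* as the other one. The exact hypergeometric p was 0.00147 for induction. For a change in either direction it was 0.0785, which was under 0.05 in 3 of the 10 alternatives (0.00737 under library size alone, 0.0468 with no filter on low counts and 0.0458 with DESeq2) and in 1 of the 6 fits without 1 library (0.0190 without wt cycling replicate 3). Of the 50-base stretches of *AOC3*, 1.60% occur elsewhere in the genome. For 5 of the 10 the effect of *fc2* differed between the light conditions (interaction, padj under 0.01), all higher in cycling light. Between *fc2* and wt in 24 h light 0 passed (1 at an unadjusted p under 0.05). For *fc2 pub4* and wt 0 passed in cycling light, over all genes or adjusted over the list alone, and 2 had an unadjusted p under 0.05. Without *fc2 pub4* cycling replicate 2, 3 passed, and 1 did under library size alone or at a padj under 0.05. Compared with *fc2*, 5 genes were lower in *fc2 pub4*. Nor did any pass in 24 h light (5 at an unadjusted p under 0.05), although 3 did adjusted over the list alone, *OPR3* (log2FC 0.41), *AOC2* (0.62) and *LOX2* (0.66). The count there was 1 to 3 in 6 of the 10 alternatives, with 3 in DESeq2.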

To test if this change in gene expression leads to altered JA levels, plants were assessed for JA content (Fig. 6b). Under 24 h conditions, all genotypes accumulated similar levels of JA. After being shifted to cycling light conditions for two days, *fc2* plants accumulated ~ sixfold more JA than wt. The *pub4* mutation reversed this phenomenon.

**Fig. 6:**
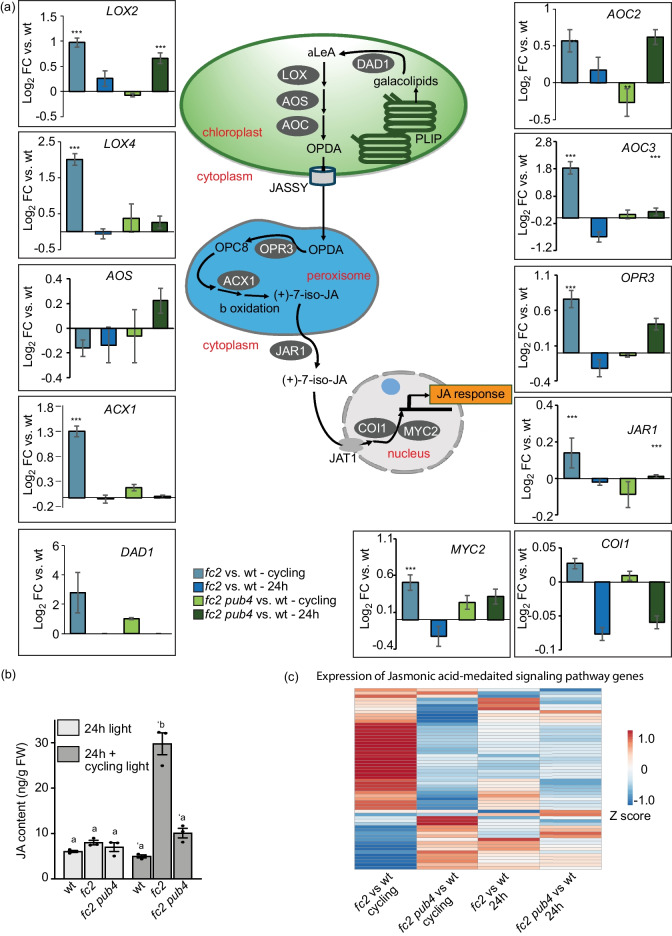
Jasmonic acid biosynthesis and signaling are induced in *fc2* under cycling light conditions. The impact of singlet oxygen (^1^O_2_) on jasmonic acid (JA) biosynthesis and signaling was assessed in constant light (24 h) and 16 h light/8 h dark diurnal (cycling) light conditions. (**a**) Schematic illustration of the JA biosynthesis pathway, with relative expression (compared to wt in the same light condition) of 11 key JA biosynthesis and signaling genes. Expression data is from the DESeq2 analysis of the included RNA-seq data set. Error bars in the graph represent standard error (ifcSE) estimated by DESeq2 (**, *padj* < 0.01; ***, *padj* < 0.001). In chloroplasts, Defective In Anther Dehiscence 1 (DAD1) catalyzes the conversion of galactolipids into α-linolenic acid (α-LeA), which is converted into 12-oxo-phytodienoic acid (OPDA) by a series of enzymes; 13-Lipoxygenase (LOX), Allene Oxide Synthase (AOS), and Allene Oxide Cyclase (AOC). Subsequently, OPDA is exported out of the chloroplast via the channel protein JASSY. Inside the peroxisome, OPDA is reduced by the OPDA reductase 3 (OPR3) and shortened in the carboxylic acid side chain by β-oxidation enzymes (ACX1) into JA. In the cytosol, Jasmonate Resistant 1 (JAR1) conjugates isoleucine to JA converting it into JA-Ile. Jasmonate Transporter 1 (JAT1) transports JA-Ile into the nucleus. In response to stressed conditions, JA-Ile attach with the COI1-SCF (coronatine insensitive1- Skp1-Cul1-F-box), to promote ubiquitination and degradation of jasmonic acid repressors JAZ and JAV1, thereby activating JA response genes. (**b**) Graph showing JA content (ng/g fresh weight (FW)) measured in whole rosettes from plants grown for 19 days constant (24 h) light conditions or 17 days in 24 h light conditions and two days of 16 h light/8 h dark diurnal (cycling) light conditions. Values are means ± SEM (*n* = 3 biological replicates). Statistical analyses in b were performed using one-way ANOVA tests, and the different letters above the bars indicate significant differences within data sets determined by Tukey–Kramer post-tests (*P* ≤ 0.05). Separate analyses were performed for the different light treatments, and the significance of cycling light treatment is denoted by letters with a prime symbol (ʹ). (**c**) Heatmap showing relative expression of 58 genes from gene ontology term “JA mediated signaling pathway” (GO:0009867). The blue and red colors correspond to low and high gene expression, respectively

Next, we used the RNA-seq data set to analyze expression of 58 genes associated with the GO term “JA mediated signaling pathway” (GO:0009867) ((Fig. 6c and Additional file 4: Table. S25). Only one gene was differentially expressed (*padj* < 0.01) in “*fc2* vs. wt – 24 h” (*p* = 0.370, hypergeometric test). However, under cycling light conditions, 37 genes were differentially expressed (23 up and 14 down) in “*fc2* vs. wt—cycling” (*p* = 2.81e-9, hypergeometric test). This included *MYC2,* a “master switch” of JA signaling [41, 42]. Furthermore, the *pub4* mutation reversed this response, with only 8 of these selected JA genes in “*fc2 pub4* vs. wt – cycling” being differentially expressed (*p* = 0.076, hypergeometric test). Thus, the upregulation of JA biosynthesis genes, elevated levels of JA content, and differential expression of signaling genes indicate that JA signaling is triggered in response to ^1^O_2_ stress in *fc2* mutants and blocked by the *pub4* mutation.

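*MYC2* (AT1G32640) rose from 110 ± 11.1 CPM (SD, n = 3) in wt to 152 ± 16.3 CPM in *fc2* in cycling light (log2FC 0.49, SE 0.094, padj = 0.00180 with edgeR). In *fc2 pub4* against wt its log2FC was 0.24 (SE 0.098, padj = 0.0978) in cycling light and 0.31 (SE 0.087, padj = 0.0715) in 24 h light. A gene on the opposite strand overlaps 98.5% of its exonic bases, so these counts depend on the use of the strand in counting. The list of genes behind the GO term was not used here.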

### Senescence is induced in singlet oxygen-stressed *fc2* plants

When *fc2* mutants are subjected to cycling light conditions, they develop senescence-like phenotypes, characterized by pale leaves, an increase in plastoglobules, degradation of chloroplasts, and cell death. These phenotypes are reversed by the *pub4* mutation [12, 14, 15]. We also observed an enrichment of senescence-related GO-terms in genes up-regulated in “*fc2* vs. wt—cycling “ (but not in “*fc2 pub4* vs. wt—cycling “) (Additional file 2: Tables S7 and Additional file 4: Table S12). To investigate if canonical senescence pathways are activated by ^1^O_2_ signals, we measured the expression of genes involved in regulating leaf senescence within the RNA-Seq data set. We compared expression patterns of 128 genes, associated with the GO-term "leaf senescence" (GO: 0010150) (Additional file 1: Fig. S15a and Additional file 4: Table S26). Only 2% were up-regulated in “*fc2* vs. wt—24 h” (*p* = 0.249, hypergeometric test), but 47% were up-regulated in “*fc2* vs. wt – cycling” (*padj* < 0.01) (*p* = 2.19e-19, hypergeometric test). This effect in cycling light conditions was mostly reversed by the *pub4* mutation with only 11% of genes being induced in “*fc2 pub4* vs. to wt – cycling” (*p* = 3.26e-4, hypergeometric test).

To refine our analysis, we selected 38 senescence-associated and regulatory genes from the literature (Fig. 7a and Additional file 4: Table S26) [43, 44]. In 24 h light conditions, none of these genes were differentially expressed in “*fc2* vs. wt – 24 h” (*padj* < 0.01) (*p* = 0.548, hypergeometric test). However, under cycling light conditions, most of these genes were induced (24) or repressed (4) in “*fc2* vs. wt—cycling” (*p* = 1.78e-9, hypergeometric test). 

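Of the 38 names, 34 could be matched to a single locus, and 33 of these genes were tested with edgeR in 24 h light. None had a padj under 0.01, over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. DESeq2 over all 18 libraries called 1.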

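In cycling light, 26 of the 34 genes had a padj under 0.01 with edgeR, 22 higher and 4 lower in *fc2*, and 27 adjusted over the list alone. At an unadjusted p under 0.05, 31 differed. An interaction of *fc2* with light was called for 20 of them, 17 higher and 3 lower in cycling light.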

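*CAB1* (AT1G29930) fell from 8506 ± 360 CPM (SD, n = 3) in wt to 2712 ± 400 CPM in *fc2* in cycling light (log2FC −1.63, SE 0.11, padj = 7.02e-06 with edgeR), and *RBCS1A* from 16350 ± 471 to 7382 ± 1086 CPM (log2FC −1.13, SE 0.11, padj = 4.60e-05). Of the 50-base stretches of *CAB1*, 17.0% occur elsewhere in the genome, and 8.78% of its exonic bases overlap a gene on the opposite strand.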

Two of the repressed genes, *CAB1* and *RBCS1A*, are also repressed during senescence [43]. 

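With edgeR, 4 genes named *SAG* were higher in *fc2* than in wt in cycling light. *SAG13* rose from 73.1 ± 22.5 to 1187 ± 387 CPM (SD, n = 3; log2FC 4.04, SE 0.31, padj = 1.09e-05). *SAG201* had a log2FC of 2.59 (SE 0.28, padj = 6.57e-05), *SAG21* 2.04 (SE 0.19, padj = 2.70e-05) and *SAG101* 1.75 (SE 0.12, padj = 5.59e-06). A gene on the same strand overlaps 18.6% of the exonic bases of *SAG21*. *SAG12* was at 4.46 ± 6.03 CPM in wt and 0.543 ± 0.161 CPM in *fc2* (log2FC −2.97, SE 1.08, padj = 0.0421). Its log2FC was −0.82 without wt cycling replicate 2, and its padj was under 0.01 without wt cycling replicate 3 (log2FC −3.57).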

Notably, four of the five *SENESCENCE-ASSOCIATED GENES* (*SAGs*) tested were induced in “*fc2* vs. wt – cycling.” 

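In cycling light, *ANAC019* rose from 1.99 ± 0.60 CPM (SD, n = 3) in wt to 61.4 ± 30.4 CPM in *fc2* (log2FC 4.98, SE 0.46, padj = 2.70e-05 with edgeR), *ANAC072* from 12.6 ± 2.29 to 61.1 ± 22.9 CPM (log2FC 2.30, SE 0.28, padj = 1.17e-04), *ANAC016* from 2.94 ± 0.12 to 8.44 ± 1.46 CPM (log2FC 1.55, SE 0.16, padj = 4.49e-05) and *WRKY53* from 19.2 ± 4.44 to 56.8 ± 4.72 CPM (log2FC 1.60, SE 0.15, padj = 2.55e-05). Of the exonic bases of *WRKY53*, 20.5% overlap a gene on the opposite strand.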

The significant up-regulation of genes encoding the TFs (and positive regulators of senescence [45, 46]) *ANAC016*, *ANAC019*, *ANAC72*, and *WRKY53* in “*fc2* vs. wt – cycling,“ suggests that they may be initial targets of the ^1^O_2_ signal. Additionally, *POLYAMINE OXIDASE 1* (*PAO1)*, encoding an enzyme involved in chlorophyll catabolism [47], was induced. These patterns were reversed by the *pub4* mutation (only 5 and 1 were induced or repressed, respectively, in “*fc2 pub4* vs. wt – cycling”) (*p* = 0.076, hypergeometric test). Together, these data suggest that senescence pathways are induced in *fc2* mutants under ^1^O_2_ accumulating conditions. This was reversed by *pub4*, possibly due to a decrease in JA levels and/or by blocking the initiation of senescence pathways.

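*PAO1* (AT5G13700) was at 1.32 ± 0.30 CPM (SD, n = 3) in wt and 1.45 ± 0.55 CPM in *fc2* in cycling light (log2FC 0.15, SE 0.33, padj = 0.728 with edgeR), and its sign turned without *fc2* cycling replicate 1 (−0.13) or wt cycling replicate 1 (−0.01). A gene on the opposite strand overlaps 17.9% of its exonic bases. *PAO* (AT3G44880), pheophorbide a oxygenase of chlorophyll breakdown, for which the study lists RT-qPCR primers, rose from 97.4 ± 2.47 to 170 ± 25.7 CPM (log2FC 0.83, SE 0.10, padj = 1.31e-04). A gene on the same strand overlaps 0.55% of its exonic bases.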

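Between *fc2 pub4* and wt in cycling light, 3 of the 34 senescence genes had a padj under 0.01 with edgeR, over all genes and adjusted over the list alone, and 15 had an unadjusted p under 0.05. *WRKY53* (log2FC 1.04, SE 0.12, padj = 6.58e-05) and *SAG21* (log2FC 0.77, SE 0.11, padj = 2.56e-04) were higher, and *CAB1* (log2FC −0.24, SE 0.041, padj = 0.00105) was lower. No filter on low counts gave 6, DESeq2 5, library size alone 9, a padj threshold of 0.05 10 and the fit without wt cycling replicate 2 gave 5. In 24 h light 0 passed, with 9 at an unadjusted p under 0.05. Adjusted over the list alone, 2 passed there, *CAB1* (log2FC −0.90) and *WRKY53* (log2FC 0.52), and over all genes 1 to 4 did in 6 of the 10 alternatives, with 4 in DESeq2.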

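Compared with *fc2* in cycling light, 15 of the 34 genes were lower and 5 higher in *fc2 pub4* at a padj under 0.01. None had an interaction of *fc2 pub4* with light (5 at an unadjusted p under 0.05). From the induction of most of these genes in *fc2* in cycling light and not in 24 h light, the paper proposes that senescence pathways are turned on where singlet oxygen accumulates.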

**Fig. 7:**
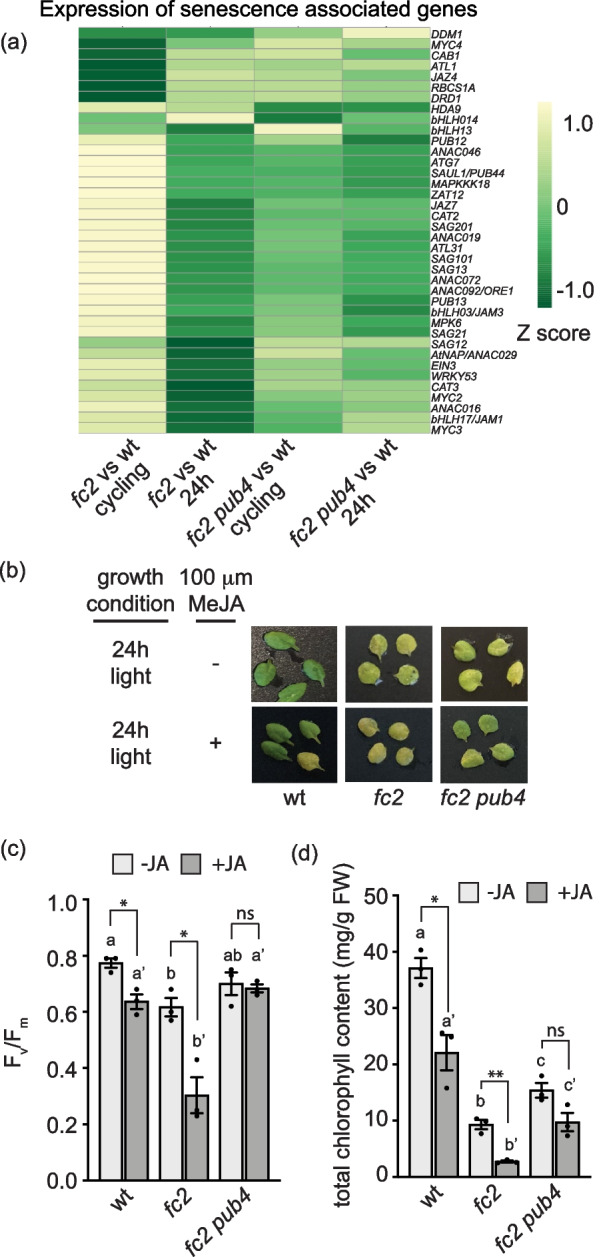
Activation of senescence pathways is blocked by the *pub4* mutation. Senescence is induced in *fc2* mutants under cycling light conditions and blocked by the *pub4* mutation. (**a**) Expression data from the DESeq2 analysis of the included RNA-seq data set was used to create a heatmap of genes associated with senescence. Increased and decreased expression relative to wt is indicated by yellow and green, respectively. (**b**) Representative images of detached 3rd and 4th rosette leaves from plants grown in constant (24 h) light conditions. The leaves were incubated in the dark with water (control conditions) or with 100 μM methyl jasmonate (MeJA) for 3 days. (**c)** Measurement of the maximum quantum efficiency of photosystem II (F_v_/F_m_) of leaves in panel b. (**d**) Total chlorophyll content of leaves in panel b. Statistical analyses were performed using one-way ANOVA tests, and the different letters above the bars indicate significant differences within data sets determined by Tukey–Kramer post-tests (*P* ≤ 0.05). Separate analyses were performed for the different treatments, and the significance of the MeJA treatment is denoted by letters with a prime symbol (ʹ). Statistical analyses of genotypes between conditions were performed by student’s t-tests (*, *P* ≤ 0.05; **, *P* ≤ 0.01; ns, *P* ≥ 0.05). *n* = whole leaves from 3 separate plants. Error bars = ± SEM. Closed circles indicate individual data points

To test if *pub4* affects ^1^O_2_-induced senescence by only blocking a ^1^O_2_ signal, or by also affecting downstream events in the initiation of senescence pathways, we induced senescence in our mutants by incubating detached leaves in the dark for three days [48]. Such a light-independent treatment is expected to avoid chloroplast ^1^O_2_ accumulation and signaling. If plants were first grown in 24 h light conditions, leaves from all three genotypes exhibited some level of senescence as evidenced by the visual yellowing of leaves (Fig. 7b). This pattern did not significantly change if plants were initially gown under 24 h light and shifted to cycling light conditions (Additional file 1: Fig. S15b). Next, we measured the maximum photosynthetic efficiency of PSII (F_v_/F_m_) values of these leaves. Without dark incubation, F_v_/F_m_ values were similar in all genotypes (Additional file 1: Fig. S15c). After dark incubation, the values decreased, but to different levels. F_v_/F_m_ values were highest for wt (mean = 0.77) and lowest for *fc2* mutants (mean = 0.61), while *fc2 pub4* was in between (mean = 0.7) (Fig. 7c). Total chlorophyll content was significantly reduced in *fc2* compared to wt, while the *pub4* mutation significantly reversed this trend (Fig. 7d). A similar pattern was observed with leaves from plants exposed to cycling light conditions (Additional file 1: Figs. S15d and e). Together, these results suggest *fc2* mutants are sensitive to dark-induced senescence, which is delayed by *pub4*.

To enhance senescence further, we added 100 μM methyl jasmonate (MeJA) before dark incubation [48]. Under these conditions, both wt and *fc2* leaves showed pronounced yellowing, whereas *fc2 pub4* leaves showed less visual senescence (Fig. 7b). For wt and *fc2*, F_v_/F_m_ values and total chlorophyll content were significantly reduced by JA, and both were significantly lower in *fc2* compared to wt (Figs. 7c and d). *pub4* not only reversed this trend (*fc2 pub4* had higher F_v_/F_m_ values and total chlorophyll content compared to *fc2*), but JA did not significantly reduce these values in the *fc2 pub4* mutant. Similar results were obtained with plants exposed to cycling light conditions (Additional file 1: Figs. S15d and e). Together, these results suggest that *pub4* delays the induction of senescence pathways whether they are activated by photo-oxidative damage or dark/JA treatments.

## Discussion

### Singlet oxygen specifically impacts chloroplast function

A large body of evidence has demonstrated that chloroplast ^1^O_2_ in *fc2* mutants can trigger multiple cellular signals affecting gene expression, chloroplast degradation, and PCD [6–8], but these signals are poorly understood. Here, we demonstrate that the accumulation of ^1^O_2_ in mature *fc2* chloroplasts mutants leads to a robust retrograde signal significantly affecting RNA profiles (1,532 DEGs in *fc2* vs wt) (Figs. 2a and c). There was a clear impact on chloroplast function as the repressed genes (302 DEGs) were strongly enriched for photosynthesis (Fig. 3b). In addition, more than half of plastid protein-encoding transcripts (1,135 of 1,730) were also repressed in *fc2* compared to wt (Fig. 4b). It is possible that the slightly altered levels of heme (~ 20% reduction in leaves [12, 28]) impacts the *fc2* transcriptome. However, the significant overlap of DEGs between *fc2* and other ^1^O_2_ producing mutants with normal heme levels (Additional file 3: Table S8), and the observation that the bulk of expression changes in *fc2* can be reversed by *pub4* (Figs. 2a and 4a), which blocks PCD in *ch1* and *acd2* with normal heme levels [23, 24], suggests that this impact is likely minimal.

A major goal of this analysis was to assess the impact of the ^1^O_2_ signal on global gene expression and to determine what effect *pub4* has on this regulation. As wt and *pub4* are not expected to produce increased levels of ^1^O_2_ under cycling light conditions, we expected that expression of ^1^O_2_-responsive genes would not be altered in either genotype, leading us to exclude *pub4* from the RNA-seq analysis. This prediction was supported by an RT-qPCR analysis of select marker genes whose expression are dependent on ^1^O_2_ and PUB4. Consistent with *pub4* impacting the ^1^O_2_ signal in *fc2*, the expression of these genes were not constitutively altered in the *pub4* single mutant (Additional file 1: Figs. S5d-j). Thus, the reversion of gene expression in *fc2* by *pub4* is due to a block of the ^1^O_2_ signal. We also surmised that any ^1^O_2_-independent effects caused by the *pub4* mutation should be revealed by identifying DEGs specific to *fc2 pub4* vs. wt. Indeed, this led to the identification of up-regulated defense and SA responsive genes (Additional file 4: Tables S11 and S24). These genes were also upregulated in the single *pub4* mutant (Additional file 1: Figs. S5a-c, S14a-d), confirming that we were able to identify at least some genes affected solely by the *pub4* mutation, which may be responsible for the delayed growth phenotype of *fc2 pub4* (Figs. 1a, b, and f).

Due to the cytoplasmic localization of PUB4 [12, 49], the ability of *pub4* to reverse the majority of the observed gene expression further supports the existence of a secondary ^1^O_2_ signal exiting the chloroplast to regulate chloroplast function accordingly, possibly by mitigating further production of ROS or by redirecting resources. Interestingly, PPEGs involved in chloroplast development (e.g., plastid gene expression, plastid protein import) were upregulated in *fc2 pub4* mutants in cycling light conditions (Additional file 1: Fig. S12a), suggesting that these chloroplasts may have increased protein turnover and synthesis that could offer protection from photo-oxidative damage. Chloroplast ^1^O_2_ accumulation due to a far-red block of chloroplast development was also reported to repress nuclear-encoded photosynthesis genes [50], further supporting a signaling role for ^1^O_2_ to limit photosynthesis. However, the far-red block signal was dependent on *EXECUTER1* (*EX1*) and *EX2*, which are dispensable in adult *fc2* plants [12, 23]. These findings, along with the only partial reversion of *PPEG* expression by the *pub4* mutation (Fig. 4e), support a model where multiple ^1^O_2_ signals impact photosynthetic gene expression via retrograde signaling.

Interestingly, our analysis of DEGs from *fc2* and other ^1^O_2_ producing mutants suggests that a large part of the ^1^O_2_ transcriptional response in these mutants may be controlled by PUB4, and/or that ^1^O_2_ signaling pathways converge downstream of PUB4 to regulate gene expression (Additional file 3: Table S8). We and others have hypothesized that chloroplast ^1^O_2_-induced cellular degradation involves two separate signaling pathways, one shared by *fc2* and *ch1* that is dependent on PUB4 for initiating cellular degradation, and one unique to *flu* that is PUB4-independent [12, 23, 31]. As such, it may be more likely that these ^1^O_2_ signals converge downstream of PUB4 to regulate nuclear gene expression. However, the possibility exists that PUB4 modulates some gene expression in the *flu* mutants without affecting cellular degradation. An analysis of the *flu pub4* transcriptome may help to resolve this issue.

### Transcription factor networks are involved in propagating the singlet oxygen signal

The large change in ^1^O_2_-induced gene expression included the induction of WRKY, ERF, and NAC TF families (Additional file 1: Figs. S7a and b), consistent with stress responses involving SA and JA [51] and the induction of leaf senescence [52]. A complementary TFEA analysis was used to determine which transcription factors were responsible for the observed DEGs and confirmed that the WRKY and NAC TF families play important roles in propagating the ^1^O_2_ signal (Additional file 1: Fig. S9c). However, ERF targets were not found to be enriched, suggesting that this class of TFs may not be as active during ^1^O_2_ signaling.

The TFEA also revealed some insight into the role of PUB4 in signaling. Both NAC TF transcripts and NAC family target transcripts are reversed by *pub4*, indicating that such NAC TF networks may regulate ^1^O_2_-induced PCD or senescence (Additional file 1: Fig. S9c). However, the induction of WRKY targets is only modestly affected by *pub4*, despite the reversal of WRKY TF transcript accumulation. This suggests that ^1^O_2_ affects at least some WRKY function independently from PUB4. One of the WRKYs still active in *fc2 pub4* is WRKY33, which has been reported to play a role in defense against necrotrophic pathogens by regulating crosstalk between SA- and JA-response pathways [53, 54] and is an early ^1^O_2_ response gene [30]. Another TF, WRKY40, may be involved in the EX1-dependent regulation of ^1^O_2_-responsive genes [35]. Thus, some PUB4-independent ^1^O_2_ signaling occurs through WRKYs, but it does not trigger PCD. Such signaling could possibly occur through the production of β-cyclocitral (β-cc), a β-carotene oxidation product, that can induce a ^1^O_2_ retrograde signal, but does not induce PCD [55]. Thus, ^1^O_2_ may initiate the induction of parallel signals involving distinct sets of TFs, with only part of this signal being modulated by PUB4 and leading to PCD and senescence.

### Singlet oxygen induces stress hormone synthesis, which is altered by the *pub4* mutation

In *fc2* plants, ^1^O_2_ stress led to an induction of genes and TFs involved in SA and JA biosynthesis (Figs. 3a and Additional file 1: Figs S8a and c) as well as a concomitant increase in SA and JA levels (Figs. 5d and 6b). The *pub4* mutation blocked the accumulation of JA, but SA levels remained elevated in *fc2 pub4* mutants despite a reduction in the expression of genes encoding SA biosynthesis enzymes (Fig. 5a). This lack of a correlation between SA accumulation and the expression of SA biosynthesis genes indicates that ^1^O_2_ may activate SA biosynthesis (or block SA degradation) via both transcriptional and post-transcriptional mechanisms. Thus, the SA may be elevated in *fc2* and *fc2 pub4* via different mechanisms. *fc2 pub4* mutants were also observed to have constitutively elevated SA levels and signaling (Fig. 5d) under permissive 24 h light conditions, yet the SA levels were relatively reduced in cycling light conditions (but still elevated compared to wt). Interestingly, genes encoding three key enzymes in the plastid-localized chorismate biosynthetic pathway (chorismate synthase, 3-phosphoshikimate 1-carboxyvinyltransferase, and 3-deoxy-7-phosphoheptulonate synthase) are down-regulated in *fc2 pub4* in cycling light conditions compared to wt (Additional file 1: Fig. S12b and Additional file 4: Table S22), which may reduce the transcriptional activation of SA synthesis in this mutant relative to *fc2*.

In any case, these results indicate that PUB4 plays a role in modulating both hormones and their downstream responses. This is significant as previous studies have linked both SA and JA as playing important roles in abiotic stress signaling, particularly in regulating PCD in response to photosynthetic stress [7]. EL stress, which can lead to the production of both ^1^O_2_ and hydrogen peroxide in chloroplasts, leads to the induction of SA and JA synthesis and signaling [31, 56]. As EL is a complex stress that often includes heat stress, it is not known which ROS in which cellular compartment may be inducing these responses, although chloroplast ^1^O_2_ accumulation in the conditional *flu* mutant has also been linked to increased JA and SA levels [57, 58]. The impact of these hormones on PCD has been reported, but with conflicting results; different reports suggesting that these hormones can either inhibit or induce PCD [57, 59]. Thus, it is possible that PUB4 can affect ^1^O_2_ signaling via modulation of SA and/or JA signaling. As *pub4* also blocks PCD in wt under EL stress [23], a global transcriptomic analysis of *pub4* mutants under EL stress may help to test these connections.

It is not clear why *pub4* mutants accumulate high levels of SA. Transcripts of SA biosynthesis genes are only modestly increased in *fc2 pub4*, so it is tempting to speculate that the E3 ligase activity of PUB4 targets an enzyme involved in SA metabolism and regulates this pathway at a post-translational level. However, no in vivo PUB4 ubiquitination targets have been identified (in vitro, PUB4 has been shown to ubiquitinate BIK1, but this activity is not required for its function in innate immunity [60, 61]). This is surprising considering PUB4 has been shown to have autoubiquitination activity in vitro [49] and is involved in multiple (and seemingly incompatible) cellular processes including stress signaling [12, 17], pollen development [49], meristem development [62], and pattern triggered immunity [60, 61]. Some of this complexity of mutant phenotypes may be due to different *pub4* mutant alleles being used in these studies. Here, we have used *pub4-6*, a semi-dominant point mutation predicted to affect the U-Box motif to produce a protein unable to interact with its E2 substrate [12]. Null T-DNA *pub4* alleles, which are used in studies connecting PUB4 function to development and immunity [49, 60–62], are unable to block ^1^O_2_ signaling [12] suggesting that the protein produced by the *pub4-6* allele likely has a unique effect on stress physiology. Nonetheless, a better understanding of the molecular function of PUB4 should shed light on its ability to affect SA levels and how this protein is connected to so many points of cellular physiology.

### The *pub4* mutation blocks senescence and cellular degradation pathways

In *fc2* plants, ^1^O_2_ stress also led to an induction of genes and TFs involved in senescence (Figs. 7a and Additional file 1: Figs S8a and c) and fission-type microautophagy (Fig. 3e), which were strongly blocked by the *pub4* mutation, again supporting the common model that ^1^O_2_-induced cellular degradation is the result of a genetic signal [6–8]. Furthermore, while the role of PUB4 in promoting the degradation of chloroplasts in the cytoplasm may be directly regulated via ubiquitination [12, 17, 63], these results indicate that PUB4 also promotes chloroplast quality control mechanisms indirectly via changes gene expression. Because *pub4* also reduced JA accumulation, we hypothesized that *pub4* may generally block senescence and cellular remobilization pathways even in the absence of light. Indeed, when senescence was induced in the dark by a combination of carbon starvation and JA treatment, the *pub4* mutation led to a “stay green” phenotype with delayed senescence (Fig. 7b-c). Thus, PUB4 may also act downstream of JA accumulation during stress to promote senescence and cellular breakdown. This observation is somewhat contradicted by the early senescence phenotype of *pub4* mutants under permissive light conditions [12, 24]. However, similar to autophagy (*atg*) mutants [64], this senescence (which is activated after 30 days in *pub4* and is later than timepoints used in this study) may be a consequence of impaired cellular turnover machinery as a seedling. How the *pub4* mutation affects such degradation pathways is not clear, but is likely connected to its impact on retrograde signaling and gene expression in response to photo-oxidative stress. However, as an E3 ligase, at least part of PUB4’s impact on stress signaling is also expected to involve post-translational regulation. How this activity is related to gene expression and/or cellular degradation in response to stress should be a focus of further studies.

## Conclusions

In the conditional ^1^O_2_ accumulating mutant, *fc2*, ^1^O_2_ leads to rapid cellular degradation and PCD, which is dependent on normal PUB4 function. Here we show this ^1^O_2_ also leads to a global change in transcript accumulation affecting photosynthesis, chloroplast function, stress hormone (SA and JA) synthesis, fission-type microautophagy, and senescence, involving a transcription factor network enriched with WRKY and NAC TFs. SA and JA levels are also highly elevated and are predicted to play a role in these processes. Most of these effects are reversed by the *pub4* mutation, suggested that at least part of the *pub4* phenotype is due to blocking ^1^O_2_ retrograde signals to the nucleus. However, we also demonstrate that *pub4* mutants have constitutively high levels of SA and block JA-induced senescence pathways, suggesting that PUB4 likely plays a complex role in regulating stress signaling and PCD in response to photo-oxidative stress.

## Methods

### Plant material and growth conditions

The *Arabidopsis thaliana* ecotype Columbia-0 was used as wild type (wt). Supplementary Additional file 5: Table S27 lists the mutant lines used. Mutant line *fc2-1* (GABI_766H08) [65] came from the GABI-Kat [66] collection and *fc2-1 pub4-6* was previously described [12]. Additional file 5: Table S28 lists the primers used.

Seeds were sterilized using 30% liquid bleach (v/v) with 0.04% Triton X-100 (v/v) for 5 min, washed three times with sterile water, and resuspended in a 0.1% agar solution. Resuspended seeds were spread on plates containing Linsmaier and Skoog medium pH 5.7 (Caisson Laboratories, North Logan, UT, USA) with 0.6% micropropagation type-1 agar powder. Following 3–5-day stratification at 4 °C in the dark, seeds were germinated in either 24 h constant light (permissive) conditions or 6 h light / 18 h dark cycling light (stress conditions) at 120 μmol photons m^−2^ s^−1^ at 21 °C in fluorescent light chambers (Percival model CU-36L5).

For adult plant experiments, seven-day-old plants grown in 24 h constant light conditions were transferred to PRO-MIX LP15 soil and growth was continued under the same growth conditions in a fluorescent reach-in plant growth chamber (Conviron). To induce ^1^O_2_ stress, adult plants were shifted to cycling light conditions (16 h light / 8 h dark).

### RNA-Seq analyses

For whole transcriptome RNA-Seq analyses, plants were grown under 24 h constant light conditions for 16 days. One set of plants was then shifted to cycling light conditions (16 h light / 8 h dark) for two days. Total leaf tissue was collected from 18-day-old plants one hour after subjective dawn. Samples were collected in biological triplicates, each replicate consisting of leaves pooled from three plants. Total RNA was extracted using the RNeasy Plant Mini Kit (Qiagen) and residual DNA was removed with the RNase-Free DNase Kit (Qiagen). A Qubit 2.0 Fluorometer was used to calculate RNA concentration and 4 mg of total RNA was used to prepare libraries with the TruSeq Stranded mRNA Library Prep Kit (Illumina, San Diego, US). Single-end sequencing (50 bp) was performed on an Illumina HiSeq 2500. Raw data files have been deposited at NCBI Gene Expression Omnibus (GEO) accession #GSE268259.

### Identification of differentially expressed genes and gene expression analysis

Single end 50 bp reads were aligned to the Arabidopsis TAIR10 genome using the HISAT2 pipeline on RMTA (Read Mapping, Transcript Assembly) available through CyVerse's Discovery Environment [67]. HISAT2 (v2.1.0) was used to align sequencing reads. Reads were assembled into transcripts using StringTie (v1.3.4). Annotation was conducted using TAIR10 FASTA sequence the TAIR10 genome GTF annotation file (www.arabidopsis.org).

The “feature_counts.txt” file obtained from RMTA was used as input for differential gene expression statistical analyses utilizing R studio-DESeq2 available through CyVerse. The DESeq2 was performed between samples (i.e., wt vs. mutants in 24 or cycling light conditions). Genes with a Log_2_ fold-change > ± 1.5 and a P*adj* < 0.01 were considered differentially expressed genes (DEGs) (Additional file 2: Tables S1-5).

Heatmaps were generated using ClustalVis on https://biit.cs.ut.ee/clustvis/ [68], and the heat mapper package (https://github.com/WishartLab/heatmapper) on http://www.heatmapper.ca/ [69], using Log_2_ Fold-change values. Average linkage was used for the clustering method and Pearson correlation was used for the distance measurement method. Venn Diagrams comparing the number of DEGs across the four datasets were created using VENNY 2.1 (https://bioinfogp.cnb.csic.es/tools/venny/). To assess the impact of a genotype or condition on certain processes, DEGs were compared to lists of genes involved in senescence (Additional file 4: Table S26), JA-related processes [70] (Additional file 4: Table S25) and SA-related processes (Additional file 4: Table S23), which were manually curated from the literature [37, 71–77]. Hypergeometric tests were used to calculate significance of overlap between gene lists.

Gene Ontology (GO) enrichment analyses were performed using ShinyGO 0.80 (http://bioinformatics.sdstate.edu/go/). The significantly enriched GO terms were determined using default settings and a p-value threshold of ≤ 0.01 (Additional file 2: Tables S6, S7, and Additional file 4: Tables S11, S12, and S22).

### Comparison with additional singlet oxygen response datasets

We compared the current data set with other publicly available transcriptome profiles of ^1^O_2_-accumulating mutants (*fc2* seedlings [12], and *flu* [26, 30] and *ch1* [31] mutants) as previously described in [23]. Additional details can be found in Additional file 6: Supplemental Methods 1.

### Transcription factor analysis

Detailed methods used for transcription factor (TF) analyses may be found in Additional file 6: Supplemental Methods 2. Briefly, DEGs identified in RNAseq data using a log_2_FC ± > 1, adjusted *p*-value ≤ 0.01 cutoff were to identify differentially expressed transcription factors (DETF) and TFs with target genes enriched in these data. Hypergeometric tests were used to identify the enrichment of TF families. Data used to generate heatmaps may be found in Additional file 7: Table S29. DETFs were identified from DEG lists using PlantTFDB, were compiled (Additional file 4: Table S13 and S14) and the counts for each family of TF were determined (Additional file 4: Table S15). GO enrichment analyses were used to identify the enrichment of Biological GO terms represented both in full DETF lists and sub-lists of the different TF families that were significantly enriched in our TF enrichment analysis (Additional file 4: Table S17). A list of TFs whose targets were overrepresented in DEG lists was obtained from the TF enrichment tool on http://plantregmap.gao-lab.org/tf_enrichment.php (Additional file 4: Table S18) and the counts for each TF family represented were determined (Additional file 4: Table S15). Assessment of False Discovery Rate (FDR) for each TF family identified (Additional file 4: Table S19).

### RNA extraction, cDNA synthesis, and real-time quantitative PCR

Measurement of steady-state RNA transcripts were made as previously described [78] (Additional file 6: Supplemental Methods 3). Additional file 5: Table S28 lists the primers used.

### DNA extraction and PCR genotyping

To genotype mutant lines, genomic DNA was extracted using a cetyltrimethylammonium bromide-based protocol [79]. PCR was performed as previously described [15]. Additional file 5: Table S28 lists the primers used.

### Measuring leaf area

Leaf area was determined by photographing all leaves in the rosette and calculating total area using ImageJ.

### Tetrapyrrole profiling

Total plant chlorophyll content was extracted from total leaf tissue or whole seedlings and measured spectrophotometrically according to [80] as previously described [12]. Pchlide was extracted from whole seedlings, contaminating chlorophyll was removed via hexane extraction, and Pchlide content was determined by fluorescence (Ex 433 nm / Em 633 nm) as previously described [81].

### Cell death measurements

Cell death was measured in adult plants and seedlings using trypan blue staining as previously described [12].

### Leaf senescence assay

The third and fourth rosette leaves from 3-week-old plants were floated on 3 mL of distilled water with or without 100 mM methyl-jasmonate (MeJA). Samples were then incubated in the dark at 21 °C for 3 days.

### Jasmonic acid and salicylic acid measurements

SA and JA were extracted from whole rosettes and analyzed as previously described [82, 83]. Plants were grown in 24 h constant light for 17 days, and one set of plants were then shifted to 16 h light/8 h dark diurnal cycling light. Samples were collected two days later, 3 h after subjective dawn.

### Protein extraction and immunoblot analyses

Total leaf tissue from plants was collected one hour after subjective dawn, frozen in liquid N_2_, and homogenized in extraction buffer (50 mM Tris–Cl pH 8.0, 150 mM NaCl, 0.5% Nonidet P-40 (v:v), and protease inhibitors (Roche)). Cell debris was removed by centrifugation at 10,000 × g for 20 min at 4^0^C. Total protein concentration was measured using the Bradford assay (BioRad) and 15ug of each sample was loaded into a 4–20% SDS-PAGE precast protein gel (BioRad). Proteins were fractionated by electrophoresis and then transferred to PVDF membranes (BioRad). Membranes were incubated with specific primary and secondary antibodies. Immunoblots were imaged by chemiluminescence with the ProSignal Pico ECL Reagents (Genesee Scientific) on a ChemiDoc (Bio-Rad). Polyclonal GFP and Actin antibodies were purchased from BioRad Laboratories. Polyclonal antibodies for NAD(P)H dehydrogenase subunit 45 (NDH45), Thylakoid Membrane Cytochrome B6 Protein (PetB), ATP Synthase Gamma Chain (AtpC), and Rubisco large subunit (RbcL) were purchased from PhytoAB (California, USA). Antibodies for photosystem I core protein (PsaA) and D2 protein of PSII (PsbD) were purchased from Agrisera (Vännäs, Sweden).

### Biomass measurements

Fresh weight was measured in three-week-old plants. For dry weight measurements, samples were stored in envelopes and desiccated at 65 °C for 48 h.

## Supplementary Information

Additional file 1: Supplemental information, Figures S1 through S15. Figure S1. Tetrapyrrole profiling of *fc2* mutants, Figure S2. Visualization of variance among RNA-seq replicates used in the study, Figure S3. Volcano plot analysis of mean differential gene expression between genotypes in a single condition, Figure S4. Gene ontology analyses of differentially expressed genes in *fc2* mutants, Figure S5. Analysis of stress marker gene expression in the single *pub4* mutant, Figure S6. Gene ontology analyses of differentially expressed genes in *fc2 pub4*, Figure S7. WRKY, ERF, and NAC transcription factor networks are induced by chloroplast singlet oxygen accumulation, Figure S8. Gene Ontology term enrichment of differentially expressed transcription factors genes and transcription factor gene families. Figure S9, WRKY and NAC transcription factor targets are induced by chloroplast singlet oxygen accumulation and activation of NAC targets is blocked by the *pub4* mutation. Figure S10, Gene ontology analyses of differentially expressed plastid protein-encoding genes in *fc2* mutants, Figure S11. Gene ontology analyses of differentially expressed plastid protein-encoding genes shared between *fc2* and *fc2 pub4* mutants, Figure S12. Gene ontology analyses of differentially expressed plastid protein-encoding genes unique to *fc2 pub4* mutants, Figure S13. Relative expression of plastid protein-encoding genes during singlet oxygen stress, Figure S14. Analysis of salicylic acid response marker gene expression in the single *pub4* mutant, Figure S15. Activation of senescence pathways is blocked by the *pub4* mutation.

Additional file 2: Supplemental information, Tables S1 through S7. Table S1. All differentially expressed genes identified from the RNA-seq data set by pairwise comparisons between mutants and wild type within one condition, Table S2. All differentially expressed genes identified between wt and *fc2* under constant light conditions, Table S3. All differentially expressed genes identified between wt and *fc2* under cycling light conditions, Table S4. All differentially expressed genes identified between wt and *fc2 pub4* under constant light conditions, Table S5. All differentially expressed genes identified between wt and *fc2 pub4* under cycling light conditions, Table S6. Gene Ontology term enrichment of DEGs identified between wt and *fc2* in constant light conditions, Table S7. Gene Ontology term enrichment of DEGs identified between wt and *fc2* in cycling light conditions.

Additional file 3: Supplemental information, Table S8. Table S8. Comparisons between whole transcriptome datasets.

Additional file 4: Supplemental information, Tables S9 through S26. Table S9. Microautophagy (putative) genes analyzed in this study, Table S10. Differentially expressed genes that are unique or shared among *fc2* and *fc2 pub4,* Table S11. Gene Ontology term enrichment of DEGs associated with *fc2 pub4* in constant light conditions, Table S12. Gene Ontology term enrichment of DEGs associated with *fc2 pub4* in cycling light conditions, Table S13. Differentially Expressed Gene Lists with relaxed cutoffs, Table S14. Identification of differentially expressed transcription factors, Table S15. Quantification of differentially expressed transcription factors among the pairwise comparisons, Table S16. Enrichment analysis of differentially expressed transcription factors, Table S17. Gene ontology term enrichment analysis of differentially expressed transcription factors, Table S18. Transcription factor enrichment analysis of differentially expressed genes, Table S19. Enrichment analysis of transcription factors whose targets are represented in differentially expressed gene lists, Table S20. Comparison of transcription factors (TFs) identified in differentially expressed TF (DETF) and TF enrichment analysis (TFEA), Table S21. The differentially expressed plastid protein-encoding genes identified in the RNA-seq dataset, Table S22. Gene Ontology term enrichment of differentially expressed plastid protein-encoding genes, Table S23. Salicylic acid-related genes analyzed in this study, Table S24. Assessing the salicylic acid transcriptional response in *fc2 pub4* mutants, Table S25. Jasmonic acid-related genes analyzed in this study, Table S26. Analysis of the response of senescence-related genes to singlet oxygen stress.

Additional file 5: Supplemental information, Tables S27 and S28. Table S27. Mutant plant lines used in study, Table S28. List of primers used for RT-qPCR and Genotyping.

Additional file 6: Supplemental information, Methods S1 through S3. Methods 1. Comparison with additional singlet oxygen response datasets, Methods 2. Transcription factor analysis, Methods 3. RNA extraction, cDNA synthesis, and real-time quantitative PCR.

Additional file 7: Supplemental information, Table S29. Table S29. Expression matrix used to generate Differentially Expressed Transcription Factor heatmap

## Data Availability

Raw RNA-seq data and associated metadata files have been deposited at NCBI Gene Expression Omnibus (GEO) (accession #GSE268259) (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE268259). All other data is included in the manuscript or Supplementary Material. Further inquiries can be directed to the corresponding author.

## Abbreviations

JA: Jasmonic acid
PCD: Programmed cell death
ROS: Reactive oxygen species
SA: Salicylic acid
^1^O_2_: Singlet oxygen

# Supplementary material for: Transcript profiling of plastid ferrochelatase two mutants reveals that chloroplast singlet oxygen signals lead to global changes in RNA profiles and are mediated by Plant U-Box 4
**Source:** BMC Plant Biol. 2025 Jun 3;25:747. doi: 10.1186/s12870-025-06703-7
**Supplement:** Supplementary file 3 — Additional file 3: Supplemental information, Table S8. Table S8. Comparisons between whole transcriptome datasets.

**Supplemental information, Table S8.**

This file contains the following Supplemental Table on a separate page:

Table S8. Comparisons between whole transcriptome datasets.

Table S8. Comparisons between whole transcriptome datasets.

|                                                                              | <b>This study.<br/><i>fc2</i> in<br/>cycling<br/>light</b> | <b>Etiolated <i>fc2</i><br/>seedlings [1]</b> | <b>Adult <i>flu</i><br/>mutants [2]</b> | <b>Adult <i>chl</i><br/>mutant [3]</b> | <b><i>flu</i> seedlings<br/>(early singlet<br/>oxygen<br/>response genes<br/>(ESORGS) [4]</b> |
|------------------------------------------------------------------------------|------------------------------------------------------------|-----------------------------------------------|-----------------------------------------|----------------------------------------|-----------------------------------------------------------------------------------------------|
| <b>Toal DEGs</b>                                                             | 1549 (up)<br>822 (down)                                    | 185 (up)<br>241 (down)                        | 588 (up)<br>77 (down)                   | 520 (up)<br>370 (down)                 | 125 (up)                                                                                      |
| <b>Overlap with<br/>current data set</b>                                     |                                                            | 86 (up)<br>89 (down)                          | 275 (up)<br>41 (down)                   | 281 (up)<br>126 (down)                 | 67 (up)                                                                                       |
| <b>% overlap</b>                                                             |                                                            | 46% (up)<br>37% (down)                        | 47% (up)<br>53% (down)                  | 54% (up)<br>34% (down)                 | 54% (up)                                                                                      |
| <b>Hypergeometric<br/>test p-value</b>                                       |                                                            | 4.38e-46 (up)<br>8.52e-61<br>(down)           | 2.98e-150 (up)<br>1.89e-36<br>(down)    | 8.31e-176 (up)<br>1.99e-81<br>(down)   | 3.30e-41 (up)                                                                                 |
| <b>Overlap with<br/>PUB4-dependent<br/>DEGs identified<br/>in this study</b> | 1369 (up)<br>769 (down)                                    | 70 (up)<br>86 (down)                          | 249 (up)<br>39 (down)                   | 240 (up)<br>119 (down)                 | 61 (up)                                                                                       |
| <b>% overlap</b>                                                             | 88% (up)<br>94%<br>(down)                                  | 38% (up)<br>36% (down)                        | 42% (up)<br>51% (down)                  | 46% (up)<br>32% (down)                 | 49% (up)                                                                                      |
| <b>Hypergeometric<br/>test p-value</b>                                       |                                                            | 3.85e-34 (up)<br>9.72e-60<br>(down)           | 4.09e-136 (up)<br>1.01e-34<br>(down)    | 1.42e-141 (up)<br>5.61e-77<br>(down)   | 1.30E-37 (up)                                                                                 |

## **References**

1. Woodson JD, Joens MS, Sinson AB, Gilkerson J, Salome PA, Weigel D, Fitzpatrick JA, Chory J: **Ubiquitin facilitates a quality-control pathway that removes damaged chloroplasts.** *Science* 2015, **350**(6259):450-454.
2. op den Camp RG, Przybyla D, Ochsenbein C, Laloi C, Kim C, Danon A, Wagner D, Hideg E, Gobel C, Feussner I *et al*: **Rapid induction of distinct stress responses after the release of singlet oxygen in Arabidopsis.** *Plant Cell* 2003, **15**(10):2320-2332.
3. Ramel F, Ksas B, Akkari E, Mialoundama AS, Monnet F, Krieger-Liszkay A, Ravanat JL, Mueller MJ, Bouvier F, Havaux M: **Light-induced acclimation of the Arabidopsis *chlorina1* mutant to singlet oxygen.** *Plant Cell* 2013, **25**(4):1445-1462.
4. Dogra V, Duan J, Lee KP, Lv S, Liu R, Kim C: **FtsH2-Dependent Proteolysis of EXECUTER1 Is Essential in Mediating Singlet Oxygen-Triggered Retrograde Signaling in Arabidopsis thaliana.** *Front Plant Sci* 2017, **8**:1145.

# Supplementary material for: Transcript profiling of plastid ferrochelatase two mutants reveals that chloroplast singlet oxygen signals lead to global changes in RNA profiles and are mediated by Plant U-Box 4
**Source:** BMC Plant Biol. 2025 Jun 3;25:747. doi: 10.1186/s12870-025-06703-7
**Supplement:** Supplementary file 5 — Additional file 5: Supplemental information, Tables S27 and S28. Table S27. Mutant plant lines used in study, Table S28. List of primers used for RT-qPCR and Genotyping.

## **Supplemental information, Tables S27 and S28**

This file contains the following Supplemental Tables, each on a separate page:

Table S27. Mutant lines used in this study

Table S28. Primers used in study

Table S27. Mutant lines used in this study

| <b>Mutant</b> | <b>Gene</b>                                             | <b>mutation</b>                                                                | <b>notes</b>             | <b>ref</b> |
|---------------|---------------------------------------------------------|--------------------------------------------------------------------------------|--------------------------|------------|
| <i>fc2-1</i>  | <i>PLASTID<br/>FERROCHELATASE<br/>2, FC2, AT2G30390</i> | GABI_766H08<br>T-DNA in 5'UTR                                                  | Sulfadiazin <sup>r</sup> | [1]        |
| <i>pub4-6</i> | <i>PLANT U-BOX 4,<br/>PUB4, AT2G23140</i>               | Point mutation<br>(c9847535t) leading to<br>amino acid substitution<br>(G255R) |                          | [2]        |

Table S28. Primers used in study

| <b>RT-qPCR primers</b>        |              |                        |
|-------------------------------|--------------|------------------------|
| <i>AT3G18780 (ACTIN2)</i>     | For. JP199   | GCACTTGCACCAAGCAGCAT   |
|                               | Rev. JP200   | CCTTTCAGGTGGTGCAACGAC  |
| <i>AT3G56710 (SIB1)</i>       | For. JP589   | CAACCGGAGCCCATCTATT    |
|                               | Rev. JP590   | GGAGAAAGGTTGTGGTCGTC   |
| <i>AT3G44880 (PAO)</i>        | For. WLO1690 | TTGGATCCGAATGTGCCAAC   |
|                               | Rev. WLO1691 | TCAAAGGCTGCCCATTCTG    |
| <i>AT5G13630 (CHLH)</i>       | For. WLO1692 | TGCAAGCTTTGGAAGGCAAG   |
|                               | Rev. WLO1693 | ACTTGCCATTGCTGCTGTTG   |
| <i>AT1G72520 (LOX4)</i>       | For. WLO1696 | TTGCGTCTCCGTTTCATTCG   |
|                               | Rev. WLO1697 | ACAACGCCGCTTGAGTTAAC   |
| <i>AT3G25780 (AOC3)</i>       | For. WLO1698 | ACTCGGCAAGAAACCAACAG   |
|                               | Rev. WLO1699 | TGATTCCCACGCGTTTCTTG   |
| <i>AT1G74710 (EDS16)</i>      | For. WLO1704 | TGGTGCACCAGCTTTTATCG   |
|                               | Rev. WLO1705 | AAAGCTTCACTGCAGACACC   |
| <i>AT5G37780 (CAM1)</i>       | For. WLO1712 | ATGGAAACGGCACTATCGAC   |
|                               | Rev. WLO1713 | TTGTGCGAAAACCTGAAGGC   |
| <i>AT2G26300 (GPA1)</i>       | For. WLO1714 | TGCAAGAGTTCGCACAACCTG  |
|                               | Rev. WLO1715 | TCCACCCACGTCAAACAATC   |
| <i>AT1G56650 (PAP1/MYB75)</i> | For. WLO1959 | GCGAAAAGGTGCTTGACTAC   |
| <i>AT2G14610 (PR1)</i>        | For. WLO1960 | ACTTGGTGCCATTTGCCTTC   |
|                               | Rev. WLO1771 | GTGCTCTTGTTCTTCCCTCGA  |
| <i>AT2G38470 (WRKY33)</i>     | For. WLO1772 | CCCACGAGGATCATAGTTGCA  |
|                               | Rev. WLO1632 | CCAAACCGAGACTCGTCCAA   |
| <i>AT1G80840 (WRKY40)</i>     | Rev. WLO1633 | TGCACTACGATTCTCGGCTC   |
|                               | For. WLO1812 | ACAACCATCCAATGCCATCG   |
| <i>AT3G52430 (PAD4)</i>       | Rev. WLO1813 | TCTTCTGTTTGCTGCAACGG   |
|                               | For. WLO1694 | ACGAGTGAGTTGCAAGCTTC   |
| <i>At2G43620 (Chitinase)</i>  | Rev. WLO1695 | GCAATTTGCGGTGTTGCATG   |
|                               | For. WLO2872 | TGAGCAAAGTCGGAAATGGC   |
| <i>AT1G77380 (AAP3)</i>       | Rev. WLO2873 | AACATAGCGGCAATCTCACG   |
|                               | For. WLO2874 | CCGCTTGAATGTCTTCAGGTTG |
| <i>AT5G46050 (PTR3)</i>       | Rev. WLO2875 | ACACCGTCAATGGCCAAAAC   |
|                               | For. WLO2876 | TGTTGGGCACTCCGTTTTAC   |
| <i>At3G61190 (BAP1)</i>       | Rev. WLO2877 | TGCGAAATGAAGCCACGATG   |
|                               | For. JP338   | ATTGATGGATACGGTGGCCG   |
| <i>At5G64870 (NOD)</i>        | Rev. JP339   | CAGACCCCAAACCGGAACTC   |
|                               | For. JP340   | GCTGATGCTGCCTTCTATTCAA |
| <i>At5G59820 (ZAT12)</i>      | Rev. JP341   | TGCGACAAGTCCCTCTGCA    |
|                               | For. JP344   | GCGTTGGTTACACGCGCTT    |
| <i>AT3G01500 (CA1)</i>        | Rev. JP345   | CTTCAACGTAGTCACCGTGGG  |
|                               | For. JP209   | TGTGTCCATCACACGTTCTGG  |
| <i>At1G29910 (LHCB1.2)</i>    | Rev. JP210   | GGACCACGAAGGCATCTCCT   |
|                               | For. JP197   | GGACTTGCTTTACCCCGGTG   |
| <i>AT3G57260 (PR2)</i>        | Rev. JP198   | TCGGTAGCAAGACCCAATGG   |
|                               | For. WLO2226 | GATCGTTGGAAATCGTGTTG   |
|                               | Rev. WLO2227 | TAGCTTTCCTGGCCTTCTC    |

## **References**

1. Woodson JD, Perez-Ruiz JM, Chory J: **Heme synthesis by plastid ferrochelatase I regulates nuclear gene expression in plants.** *Curr Biol* 2011, **21**(10):897-903.
2. Woodson JD, Joens MS, Sinson AB, Gilkerson J, Salome PA, Weigel D, Fitzpatrick JA, Chory J: **Ubiquitin facilitates a quality-control pathway that removes damaged chloroplasts.** *Science* 2015, **350**(6259):450-454.

# Supplementary material for: Transcript profiling of plastid ferrochelatase two mutants reveals that chloroplast singlet oxygen signals lead to global changes in RNA profiles and are mediated by Plant U-Box 4
**Source:** BMC Plant Biol. 2025 Jun 3;25:747. doi: 10.1186/s12870-025-06703-7
**Supplement:** Supplementary file 6 — Additional file 6: Supplemental information, Methods S1 through S3. Methods 1. Comparison with additional singlet oxygen response datasets, Methods 2. Transcription factor analysis, Methods 3. RNA extraction, cDNA synthesis, and real-time quantitative PCR.

### **Supplemental information, Methods S1 through S3**

This file contains the following Supplemental methods:

Methods S1. Comparison with additional singlet oxygen response datasets

Methods S2. Transcription factor analysis

Methods S3. RNA extraction, cDNA synthesis, and real-time quantitative PCR

### **Methods S1. Comparison with additional singlet oxygen response datasets**

Differentially expressed genes (DEGs) identified in the *fc2* mutant during singlet oxygen ( $^1\text{O}_2$ )-producing cycling light conditions (“*fc2* vs. wt – cycling”) in this study were compared to  $^1\text{O}_2$ -related DEGs identified in previous studies using etiolated *fc2* seedlings [1] (ATH1 microarray), *flu* seedlings [2] (RNA-seq), adult *flu* plants [3] (ATH1 microarray), and adult *chl* plants [4] (CATv5 Microarray). Here, we used DEGs identified in these datasets from a previous meta-analysis [5] that applied cutoffs (fold change  $\pm 2$ ,  $p_{adj} \leq 0.05$ ) and only considered genes that could be analyzed in all methods used (Affymetrix GeneChip Arabidopsis ATH1 and CATv5 Microarrays and RNA-seq) (19,895 genes). We applied the same cutoffs and gene consideration to the current dataset, comparing *fc2* with wt under cycling light conditions (1549 up-regulated and 822 down-regulated DEGs). To identify DEGs in these additional datasets that are potentially regulated by PUB4, we first identified DEGs in “*fc2 pub4* vs. wt – cycling” with the same cutoffs. DEGs unique to “*fc2* vs. wt – cycling” (not shared with “*fc2 pub4* vs. wt – cycling”) were considered to be reversed by the *pub4* mutation and were compared to the DEGs in the additional datasets. Etiolated *fc2* seedlings, etiolated seedlings exposed to light for two hours (wt vs. *fc2*) [1]; adult *flu* mutants (plants incubated in dark for 8 hours, and re-exposed to light for one hour (wt vs. *flu*) [3]; adult *chl* mutants, *chl* plants shifted from 180 (low light) to 1,000 (excess light)  $\mu\text{mol photons m}^{-2} \text{ sec}^{-1}$  for 2 days (low light vs. excess light) [4]; *flu* seedlings (early singlet oxygen response genes (ESORGS)), 5-day-old *flu* seedlings incubated in the dark for 4 hours and re-exposed to light for 30 and 60 min (light treatment vs. dark only) [2].

### **Methods S2. Transcription factor analysis**

#### *Data used in TF analysis.*

To perform transcription factor (TF) enrichment analyses, DESeq2 was used to identify differentially expressed genes (DEGs) (from all four pairwise comparisons: *fc2* vs. wt – 24h, *fc2* vs. wt – cycling, *fc2 pub4* vs. wt – 24h, *fc2 pub4* vs. wt – cycling) with the following cutoff criteria:  $\log_2\text{FC} \pm 1$ , adjusted p-value  $\leq 0.01$ . DEGs that passed these cutoff criteria (3121 genes) were compared to a list of known transcription factors in Arabidopsis (representing 1717 unique loci) from PlantTFDB to identify 254 TFs (<http://planttfdb.gao-lab.org/index.php?sp=Ath>) [6-8].

#### *Heatmap generation.*

The expression of these 254 genes were compared across all four pairwise data sets to produce an expression matrix (Table S29, which was used to generate a heatmap using the heat mapper package (<https://github.com/WishartLab/heatmapper>) on <http://www.heatmapper.ca/> [9].

#### *TF enrichment.*

Differentially expressed TFs (DETFs) were identified from DEG lists using PlantTFDB, were compiled (Table S13 and S14) and the counts for each family of TF were determined (Table S15). A hypergeometric test followed by the Benjamini–Hochberg method was used to determine the

False Discovery Rate (FDR) of each TF family identified (**Table S16**). A cutoff ( $\text{FDR} < 0.05$ ) was applied and the  $-\log_{10}(\text{FDR})$  was calculated for each TF family that passed this cutoff.

#### *TF Gene Ontology Analysis.*

Gene ontology analysis was performed using Database for Annotation, Visualization and Integrated Discovery (DAVID) 2021 (<https://david.ncifcrf.gov/>) [10, 11]. Lists of DETFs from cycling light-exposed plants (*fc2* vs. wt - cycling and *fc2 pub4* vs. wt - cycling) were used to identify the enrichment of Biological GO terms represented both in full DETF lists and sub lists of the different TF families that were significantly enriched in our TF enrichment analysis (**Table S17**). The reported GO terms represent the top 10 statistically significant ( $\text{FDR} \leq 0.05$ ) GO terms excluding terms relating to transcriptional regulation.

#### *Transcription factor enrichment analysis (TFEA).*

A list of TFs whose targets were overrepresented in DEG lists was obtained from the TF enrichment tool on [http://plantregmap.gao-lab.org/tf\\_enrichment.php](http://plantregmap.gao-lab.org/tf_enrichment.php) (**Table S18**) and the counts for each TF family represented were determined (**Table S15**). A hypergeometric test followed by the Benjamini–Hochberg method was used to determine the False Discovery Rate (FDR) of each TF family identified (**Table S19**). A cutoff ( $\text{FDR} \leq 0.05$ ) was applied and the  $-\log_{10}(\text{FDR})$  was calculated for each TF family that passed this cutoff.

### **Methods S3. RNA extraction, cDNA synthesis, and real-time quantitative PCR**

Measurement of steady-state RNA transcripts were made as previously described [12]. The RNeasy Plant Mini Kit (Qiagen) was used to extract total RNA from whole seedlings. Next, cDNA was synthesized using the Maxima first strand cDNA synthesis kit for RT-qPCR with DNase (Thermo Scientific) following the manufacturer's instructions. Real-time PCR was performed using the SYBR Green Master Mix (BioRad) with the SYBR Green fluorophore and a CFX Connect Real Time PCR Detection System (BioRad). The following 2-step thermal profile was used in all RT-qPCR: 95 °C for 3 min, 40 cycles of 95 °C for 10s and 60 °C for 30s. *ACTIN2* expression was used as a standard to normalize all gene expression data. **Table S28** lists the primers used.

## **References**

1. Woodson JD, Joens MS, Sinson AB, Gilkerson J, Salome PA, Weigel D, Fitzpatrick JA, Chory J: **Ubiquitin facilitates a quality-control pathway that removes damaged chloroplasts.** *Science* 2015, **350**(6259):450-454.
2. Dogra V, Duan J, Lee KP, Lv S, Liu R, Kim C: **FtsH2-Dependent Proteolysis of EXECUTER1 Is Essential in Mediating Singlet Oxygen-Triggered Retrograde Signaling in *Arabidopsis thaliana*.** *Front Plant Sci* 2017, **8**:1145.
3. op den Camp RG, Przybyla D, Ochsenbein C, Laloi C, Kim C, Danon A, Wagner D, Hideg E, Gobel C, Feussner I et al: **Rapid induction of distinct stress responses after the release of singlet oxygen in *Arabidopsis*.** *Plant Cell* 2003, **15**(10):2320-2332.
4. Ramel F, Ksas B, Akkari E, Mialoundama AS, Monnet F, Krieger-Liszkay A, Ravanat JL, Mueller MJ, Bouvier F, Havaux M: **Light-induced acclimation of the *Arabidopsis chlorina1* mutant to singlet oxygen.** *Plant Cell* 2013, **25**(4):1445-1462.
5. Tano DW, Kozłowska MA, Easter RA, Woodson JD: **Multiple pathways mediate chloroplast singlet oxygen stress signaling.** *Plant Molecular Biology* 2023, **111**:167-187.
6. Jin J, Zhang H, Kong L, Gao G, Luo J: **PlantTFDB 3.0: a portal for the functional and evolutionary study of plant transcription factors.** *Nucleic Acids Res* 2014, **42**(Database issue):D1182-1187.
7. Jin J, He K, Tang X, Li Z, Lv L, Zhao Y, Luo J, Gao G: **An *Arabidopsis* Transcriptional Regulatory Map Reveals Distinct Functional and Evolutionary Features of Novel Transcription Factors.** *Mol Biol Evol* 2015, **32**(7):1767-1773.
8. Jin J, Tian F, Yang DC, Meng YQ, Kong L, Luo J, Gao G: **PlantTFDB 4.0: toward a central hub for transcription factors and regulatory interactions in plants.** *Nucleic Acids Res* 2017, **45**(D1):D1040-D1045.
9. Babicki S, Arndt D, Marcu A, Liang Y, Grant JR, Maciejewski A, Wishart DS: **Heatmapper: web-enabled heat mapping for all.** *Nucleic acids research* 2016, **44**:W147-W153.
10. Huang da W, Sherman BT, Lempicki RA: **Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources.** *Nat Protoc* 2009, **4**(1):44-57.
11. Sherman BT, Hao M, Qiu J, Jiao X, Baseler MW, Lane HC, Imamichi T, Chang W: **DAVID: a web server for functional enrichment analysis and functional annotation of gene lists (2021 update).** *Nucleic Acids Res* 2022, **50**(W1):W216-W221.
12. Alamdari K, Fisher KE, Sinson AB, Chory J, Woodson JD: **Roles for the chloroplast-localized PPR Protein 30 and the "Mitochondrial" Transcription Termination Factor 9 in chloroplast quality control.** *Plant J* 2020, **103**(3):735-751.

How the deposited data were processed for this re-analysis (not part of the article)

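RNA from leaves of wild type (wt), *fc2* and *fc2 pub4* plants in 24 h light and in cycling light was measured in 18 libraries, 3 for each of the 6 groups, with leaves of 3 plants pooled in each. The authors aligned single-end reads of 50 bases to TAIR10 with HISAT2 on the RMTA workflow and deposited raw counts per gene for 33602 loci, with replicates kept apart. The values are whole numbers, and no normalization had been applied to them. The paper's text does not name the counting program's treatment of strand, of overlapping genes or of reads with several matches. Columns were assigned to groups from their names, where the label of 16 h stands for cycling light.

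Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. For each comparison the 6 libraries of the 2 groups were taken, genes with low counts were removed with edgeR's filterByExpr at its defaults, libraries were scaled with TMM, and a quasi-likelihood F-test was made for each gene (edgeR, adjusted by Benjamini and Hochberg's method over the genes tested, two-sided). As in the paper, DEGs had an absolute log2FC above 1.5 and a padj under 0.01, transcription factors were taken at an absolute log2FC above 1 and a padj under 0.01, and genes of the lists at a padj under 0.01. Every mutant was compared with wt in each light condition, *fc2 pub4* also with *fc2*, and wt in cycling light with wt in 24 h light. A genotype by light interaction was fitted with edgeR over the 12 libraries of wt and a mutant. CPM are given on the TMM scale with the SD over 3 libraries. A gene with at most 3 counts in each library of a group was taken to be at the floor, and folds against such a group were computed against 3 counts as lower bounds. These floors cover counting error only.

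Gene lists were copied from the paper's figures and tables. They were the 66 microautophagy genes, 10 genes of SA biosynthesis and 22 of its regulation, 11 JA genes, 38 senescence names (34 matched), the genes of Table S7 for the responses to salicylic acid (41), to jasmonic acid (43 of 45 matched) and for leaf senescence (28), the 1717 transcription factors of Table S14 and the 23 genes with RT-qPCR primers. The paper's lists of light reaction genes were not used here, so 43 nuclear genes were chosen by symbol and all 133 plastid loci were taken. A list of 14 flower genes was written for a test. Each list was also adjusted on its own. Shares of genes were compared with those of all genes tested in the same fit by hypergeometric tests, except for the senescence and nuclear lists, which hold fewer genes than the paper's, and families of transcription factors with at least 5 tested members by the same test. Sets were tested with limma's camera and fry. The variance was divided on log2 CPM with a prior count of 2, with exact permutation tests of the labels.

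The genes to be named were chosen by a rule written before the data were examined. It covers FC2, PUB4 and AT2G30395 next to FC2. It also covers the genes of the RT-qPCR table and those that the paper's text names from Figs. 5b, 5c, 6a and 7a. Plastid ATP synthase genes named in that text were to be covered too, but it gives none by name. From the DEGs with no overlap of libraries with wt and at least 50 normalized counts in 1 group, those with the largest absolute log2FC were taken. At most 5 were taken for each of the 4 comparisons with wt. With 3 libraries against 3, 10% of genes have no overlap by chance. Other genes named were chosen after their values were seen.

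The alternatives tried were DESeq2's size factors or library size alone in place of TMM, no filter on low counts, at least 10 counts in every library, DESeq2 in place of edgeR, either tool fitted on all 18 libraries, the replicate number as a block, no plastid and mitochondrial genes, an adjusted p threshold of 0.05, the 500 most variable genes, a prior count of 0.5 and the leaving out of each library. Each pairwise comparison was repeated for every other split of its 6 libraries (10 splits with the real one). For an interaction not all splits were tried. Genotype labels were permuted at random within each light condition, for 25 splits with the real one. The share of each gene's 50-base stretches that occur elsewhere in the genome and its overlap with other genes were computed from the reference genome. Bias from GC content and gene length was removed as a trend in log2FC for a test. Lists were compared with 10000 random lists of genes matched on mean expression.

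The procedure was tested on simulated data with the depth and spread of the wt and *fc2* libraries. Changed genes were drawn from those with higher counts, and the interaction was simulated with the spread of cycling light. In the simulated 24 h comparison edgeR called 197 of 200 changed genes and 4 unchanged genes, in the cycling comparison 195 and 6, and in the interaction 189 and 4. DESeq2 called 200 and 13 in the first of these. Total counts per library, from 26994499 to 39382316, leave genes with few counts without a test.

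Physiological measurements, microscopy, RT-qPCR measurements, the core singlet oxygen response genes and the comparisons with other transcriptomes were not analysed here. Nor was the enrichment of GO terms. The values, gene lists or GO annotation that these need were not held. Of GO terms, only the genes that Table S7 names for salicylic acid, jasmonic acid and leaf senescence were counted.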

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

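The test of the neighbour of *FC2* under the other light condition, the tests of library size and of single libraries for the interaction in *fc2*, the tests for *fc2 pub4*, that of library size for light in wt and the counts over other splits were chosen after the results were seen.

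The effect of *fc2* differed between the light conditions. In an interaction test with edgeR, 6381 of 20411 genes had a padj under 0.01. The values argue against several technical explanations as its whole cause. After removal of a trend with GC content and gene length the count was 6352, and under library size alone it was 6819. No single library carried it, as the fewest genes with 1 library left out were 5351 (without *fc2* cycling replicate 2). Of 25 splits of the 12 libraries, the real one and others drawn at random, only the real one gave any gene. A difference in biology between the light conditions, which the design names, may explain it, and this stays a hypothesis. A mixed-up sample was not tested beyond the level of *FC2*, which was low in each of the mutant libraries.

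In contrast, 50 of 20185 genes had an interaction of *fc2 pub4* with light, 25 in each direction. A wider spread in *fc2 pub4* is argued against by a fit with 1 spread shared by the 18 libraries, which gave 38 genes. A lack of power for large changes in genes with higher counts is argued against by simulated data. There 94.5% of 200 such genes with a log2FC of at least 1.5 in either direction were called. The simulation had the depth of the wt and *fc2* libraries and their spread in cycling light. The biological coefficient of variation there was 10.2%, against 9.97 and 7.87% for *fc2 pub4* with wt in 24 h and cycling light. Genes with few counts, the depth of the *fc2 pub4* libraries and fewer changed genes were not simulated. Too little power for smaller changes, which were not simulated, fits the values, as 422 genes passed a padj of 0.05, 402 passed 0.01 with DESeq2 and 3291 had an unadjusted p under 0.05, so that 50 is a low count of the interactions. Only the real one of the 25 splits drawn gave any gene. The count of 50 rests on single libraries (2 without *fc2 pub4* 24 h replicate 3 and 134 without *fc2 pub4* cycling replicate 2). The 2 interactions were not tested against each other, so that how much of the response of *fc2* to the light condition *pub4* removes stays open.

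*OFP17* (AT2G30395), which the paper's text does not discuss, stood out in data outside the lists, with a log2FC of 7.40 in “*fc2* vs. wt – 24 h”. All of the 12 libraries with the *fc2* mutation were above all 6 of wt. Its interaction with light in *fc2* had a log2FC of 0.14 (SE 0.26, padj = 0.705), so that no dependence on the light condition was detectable. The sign turned without wt 24 h replicate 1 (−0.02). As *OFP17* lies next to *FC2*, transcription running from the T-DNA into it may be the source, which a similar rise in both light conditions goes with. No biological explanation was tested, and reads across the insertion were not analysed here.

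Between cycling and 24 h light in wt, a comparison that the paper's text does not discuss, 770 of 19600 genes were DEGs (440 higher and 330 lower in cycling light). After removal of the trend with GC content and gene length there were 762, and under library size alone 765 (345 higher and 420 lower). Neither explains the difference. Of the 10 splits of the 6 libraries only the real one gave any DEG, with 6917 genes at a padj under 0.01, and each of the others gave 0 of both. With 10 splits no share under 0.1 is possible. Over all 18 libraries, no other division gave light as large a share of the variance (exact permutation test, p = 4.11e-05). This argues against chance for the effect of light across the genotypes. An effect of the light condition may explain it, and as harvest followed subjective dawn in both, the clock and the light itself were not separated by the design.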

How the results depend on the processing

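The alternatives were set before the data were examined, and no test in this part was chosen after its result was seen. Besides edgeR with TMM on the libraries compared, they were DESeq2's size factors within edgeR, library size alone, no filter on low counts, at least 10 counts in every library, DESeq2 on the same libraries, edgeR or DESeq2 fitted on all 18 libraries, a replicate block, leaving out plastid and mitochondrial genes, an adjusted p threshold of 0.05 and leaving out each library in turn. For the shares of variance and the distances they also included the 500 most variable genes and a prior count of 0.5. Of 64 counts and summary values, 25 did not move in any setting, where a count moved if it changed by over 1.5 times, a tested value if its call changed and any other value if it changed by more than the spread between replicates. They include the upregulated DEGs of “*fc2* vs. wt – cycling” (1027 to 1343 with 1 library left out), both directions of “*fc2 pub4* vs. *fc2* – cycling”, the DEGs between the light conditions in wt, the genotype by light interaction in *fc2* (5351 to 7124 with 1 library left out), the DEGs in any comparison (1141 to 1839 over all settings), the SA biosynthesis, SA regulation, JA, senescence and nuclear light reaction genes changed in “*fc2* vs. wt – cycling”, the share of variance of light and the set test of SA response genes. The other 39 moved in at least 1 setting. Of 1069 values, 849 did not move and 220 did, 80 of these with 1 library left out. DESeq2's size factors and leaving out plastid and mitochondrial genes moved none. The latter gives no value for the plastid loci. A DEG of *fc2* against wt counts as moved back where *fc2 pub4* differed from *fc2* in the opposite direction at a padj under 0.01.

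With DESeq2 in place of edgeR on the same libraries, the DEGs numbered 58 up and 9 down in “*fc2* vs. wt – 24 h”, 46 up and 23 down in “*fc2 pub4* vs. wt – 24 h” and 56 up and 73 down in “*fc2 pub4* vs. *fc2* – 24 h”. The DEGs of *fc2* counted 11 upregulated in 24 h light and shared with *fc2 pub4*, 36 upregulated in 24 h light and moved back in *fc2 pub4* and 2 downregulated in 24 h light and moved back in *fc2 pub4*. Genes with a genotype by light interaction in *fc2 pub4* numbered 402. The changed genes of the lists numbered 1 in “*fc2 pub4* vs. wt – cycling” for microautophagy, 1 in “*fc2* vs. wt – 24 h” for SA biosynthesis, 1 in “*fc2* vs. wt – 24 h” and 2 in “*fc2 pub4* vs. wt – 24 h” for SA regulation, 3 in “*fc2 pub4* vs. wt – 24 h” for JA, 4 in “*fc2 pub4* vs. wt – 24 h” and 5 in “*fc2 pub4* vs. wt – cycling” for senescence, 28 in “*fc2 pub4* vs. wt – 24 h” for nuclear light reaction and 1 in “*fc2* vs. wt – 24 h”, 4 in “*fc2* vs. wt – cycling” and 6 in “*fc2 pub4* vs. wt – 24 h” for plastid loci. The transcription factors numbered 13 in “*fc2* vs. wt – 24 h” and 11 in “*fc2 pub4* vs. wt – 24 h”. The enriched families numbered 2 among upregulated factors in “*fc2 pub4* vs. wt – cycling”. In the DESeq2 fit on all 18 libraries, the DEGs numbered 54 up and 13 down in “*fc2* vs. wt – 24 h”, 52 up and 33 down in “*fc2 pub4* vs. wt – 24 h” and 66 up and 49 down in “*fc2 pub4* vs. *fc2* – 24 h”. Of the DEGs of *fc2*, the counts were 14 upregulated in 24 h light and shared with *fc2 pub4*, 19 upregulated in 24 h light and moved back in *fc2 pub4* and 7 downregulated in 24 h light and moved back in *fc2 pub4*. Genes with a genotype by light interaction in *fc2 pub4* numbered 264. Within the lists, the changed genes were 1 in “*fc2 pub4* vs. wt – cycling” for microautophagy, 0 in “*fc2 pub4* vs. wt – cycling” for SA biosynthesis, 2 in “*fc2 pub4* vs. wt – 24 h” for SA regulation, 1 in “*fc2* vs. wt – 24 h” and 3 in “*fc2 pub4* vs. wt – 24 h” for senescence, 1 in “*fc2* vs. wt – 24 h”, 38 in “*fc2 pub4* vs. wt – 24 h” and 22 in “*fc2 pub4* vs. wt – cycling” for nuclear light reaction and 5 in “*fc2* vs. wt – cycling”, 5 in “*fc2 pub4* vs. wt – 24 h” and 0 in “*fc2 pub4* vs. wt – cycling” for plastid loci. Transcription factors past the cutoffs were 11 in “*fc2* vs. wt – 24 h” and 13 in “*fc2 pub4* vs. wt – 24 h”. Counts of enriched families were 1 among upregulated factors in “*fc2 pub4* vs. wt – cycling”. In the edgeR fit on all 18 libraries, the DEGs numbered 31 up and 6 down in “*fc2* vs. wt – 24 h” and 41 up and 20 down in “*fc2 pub4* vs. wt – 24 h”. The DEGs of *fc2* counted 11 upregulated in 24 h light and shared with *fc2 pub4*, 4 upregulated in 24 h light and moved back in *fc2 pub4* and 4 downregulated in 24 h light and moved back in *fc2 pub4*. Counts of changed genes in the lists were 0 in “*fc2 pub4* vs. wt – cycling” for SA biosynthesis, 2 in “*fc2 pub4* vs. wt – 24 h” for senescence, 26 in “*fc2 pub4* vs. wt – 24 h” and 9 in “*fc2 pub4* vs. wt – cycling” for nuclear light reaction and 5 in “*fc2* vs. wt – cycling”, 0 in “*fc2 pub4* vs. wt – 24 h” and 0 in “*fc2 pub4* vs. wt – cycling” for plastid loci. The transcription factors numbered 4 in “*fc2* vs. wt – 24 h” and 7 in “*fc2 pub4* vs. wt – 24 h”. The enriched families numbered 1 among upregulated factors in “*fc2 pub4* vs. wt – cycling”. The cause of these moves was not tested.

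With no filter on low counts, the DEGs numbered 39 up and 3 down in “*fc2* vs. wt – 24 h”, 34 up and 19 down in “*fc2 pub4* vs. wt – 24 h” and 49 down in “*fc2 pub4* vs. *fc2* – 24 h”. Of the DEGs of *fc2*, the counts were 10 upregulated in 24 h light and shared with *fc2 pub4*, 17 upregulated in 24 h light and moved back in *fc2 pub4* and 3 downregulated in 24 h light and moved back in *fc2 pub4*. An interaction of *fc2 pub4* with light held for 163 genes. Counts of changed genes in the lists were 3 in “*fc2 pub4* vs. wt – 24 h” for JA, 1 in “*fc2 pub4* vs. wt – 24 h” and 6 in “*fc2 pub4* vs. wt – cycling” for senescence, 10 in “*fc2 pub4* vs. wt – 24 h” for nuclear light reaction and 4 in “*fc2* vs. wt – cycling” and 4 in “*fc2 pub4* vs. wt – 24 h” for plastid loci. Transcription factors past the cutoffs were 5 in “*fc2* vs. wt – 24 h”. With at least 10 counts required in every library, the DEGs numbered 85 up in “*fc2 pub4* vs. wt – cycling” and 19 down in “*fc2 pub4* vs. *fc2* – 24 h”. The changed genes of the lists numbered 1 in “*fc2 pub4* vs. wt – 24 h” for JA. Families with an enrichment numbered 1 among upregulated factors in “*fc2 pub4* vs. wt – cycling”. Under the latter filter fewer genes were tested. With library size alone as the scaling, the DEGs numbered 148 down in “*fc2* vs. wt – cycling”. Counts of *fc2* DEGs were 102 downregulated in cycling light and moved back in *fc2 pub4*. Within the lists, the changed genes were 56 in “*fc2* vs. wt – cycling” and 3 in “*fc2 pub4* vs. wt – cycling” for microautophagy, 1 in “*fc2 pub4* vs. wt – 24 h” and 9 in “*fc2 pub4* vs. wt – cycling” for SA regulation, 2 in “*fc2 pub4* vs. wt – 24 h” and 1 in “*fc2 pub4* vs. wt – cycling” for JA, 9 in “*fc2 pub4* vs. wt – cycling” for senescence and 0 in “*fc2* vs. wt – cycling” and 2 in “*fc2 pub4* vs. wt – 24 h” for plastid loci. Counts of enriched families were 0 among downregulated factors in “*fc2* vs. wt – cycling” and 1 among upregulated factors in “*fc2 pub4* vs. wt – cycling”. Library size alone moved the log2FC of the median gene to 0.23 in “*fc2* vs. wt – cycling”, 0.10 in “*fc2 pub4* vs. wt – 24 h”, 0.10 in “*fc2 pub4* vs. wt – cycling”, −0.12 in “*fc2 pub4* vs. *fc2* – cycling” and −0.14 between the light conditions in wt, so that genes near a threshold cross it in 1 direction. With an adjusted p threshold of 0.05, the DEGs numbered 52 up and 9 down in “*fc2* vs. wt – 24 h”, 52 up and 30 down in “*fc2 pub4* vs. wt – 24 h” and 72 up and 65 down in “*fc2 pub4* vs. *fc2* – 24 h”. Counts of *fc2* DEGs were 13 upregulated in 24 h light and shared with *fc2 pub4*, 28 upregulated in 24 h light and moved back in *fc2 pub4*, 1 downregulated in 24 h light and shared with *fc2 pub4* and 5 downregulated in 24 h light and moved back in *fc2 pub4*. An interaction of *fc2 pub4* with light held for 422 genes. The changed genes of the lists numbered 7 in “*fc2 pub4* vs. wt – cycling” for microautophagy, 1 in “*fc2* vs. wt – 24 h” for SA biosynthesis, 1 in “*fc2* vs. wt – 24 h”, 2 in “*fc2 pub4* vs. wt – 24 h” and 11 in “*fc2 pub4* vs. wt – cycling” for SA regulation, 3 in “*fc2 pub4* vs. wt – 24 h” and 1 in “*fc2 pub4* vs. wt – cycling” for JA, 3 in “*fc2 pub4* vs. wt – 24 h” and 10 in “*fc2 pub4* vs. wt – cycling” for senescence, 23 in “*fc2 pub4* vs. wt – 24 h” for nuclear light reaction and 6 in “*fc2* vs. wt – cycling”, 7 in “*fc2 pub4* vs. wt – 24 h” and 5 in “*fc2 pub4* vs. wt – cycling” for plastid loci. The transcription factors numbered 8 in “*fc2* vs. wt – 24 h” and 10 in “*fc2 pub4* vs. wt – 24 h”. Families with an enrichment numbered 2 among downregulated factors in “*fc2* vs. wt – cycling” and 2 among upregulated factors in “*fc2 pub4* vs. wt – cycling”. By its construction this threshold lets more genes pass. The cause of the other moves was not tested.

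With 1 library left out in turn, the DEGs numbered 1 (without wt 24 h replicate 1) to 20 (without *fc2* 24 h replicate 2) up and 1 (without wt 24 h replicate 1) to 2 (without *fc2* 24 h replicate 1) down in “*fc2* vs. wt – 24 h”, 6 (without *fc2 pub4* 24 h replicate 3) to 14 (without *fc2 pub4* 24 h replicate 2) up and 6 (without *fc2 pub4* 24 h replicate 3) to 12 (without wt 24 h replicate 3) down in “*fc2 pub4* vs. wt – 24 h”, 33 (without wt cycling replicate 2) to 71 (without *fc2 pub4* cycling replicate 2) down in “*fc2 pub4* vs. wt – cycling” and 12 (without *fc2* 24 h replicate 3) to 28 (without *fc2 pub4* 24 h replicate 2) up and 7 (without *fc2 pub4* 24 h replicate 3) to 38 (without *fc2* 24 h replicate 2) down in “*fc2 pub4* vs. *fc2* – 24 h”. Of the DEGs of *fc2*, the counts were 1 to 4 (1 without wt 24 h replicate 1) upregulated in 24 h light and shared with *fc2 pub4*, 0 to 9 (9 without *fc2* 24 h replicate 2) upregulated in 24 h light and moved back in *fc2 pub4*, 0 to 1 (1 without wt 24 h replicate 3) downregulated in 24 h light and shared with *fc2 pub4* and 1 to 2 (2 without *fc2* 24 h replicate 1) downregulated in 24 h light and moved back in *fc2 pub4*. Genes with a genotype by light interaction in *fc2 pub4* numbered 2 (without *fc2 pub4* 24 h replicate 3) to 134 (without *fc2 pub4* cycling replicate 2). Within the lists, the changed genes were 0 to 1 (1 without *fc2 pub4* cycling replicate 2) in “*fc2 pub4* vs. wt – cycling” for microautophagy, 0 to 3 (3 without *fc2 pub4* cycling replicate 2) in “*fc2 pub4* vs. wt – cycling” for JA, 3 to 5 (5 without wt cycling replicate 2) in “*fc2 pub4* vs. wt – cycling” for senescence and 0 to 13 (13 without *fc2* cycling replicate 3) in “*fc2* vs. wt – cycling”, 0 to 0 in “*fc2 pub4* vs. wt – 24 h” and 0 to 6 (6 without *fc2 pub4* cycling replicate 2) in “*fc2 pub4* vs. wt – cycling” for plastid loci. Transcription factors past the cutoffs were 0 to 3 (0 without wt 24 h replicate 1) in “*fc2* vs. wt – 24 h” and 0 to 2 (0 without *fc2 pub4* 24 h replicate 3) in “*fc2 pub4* vs. wt – 24 h”. Counts of enriched families were 0 to 3 (3 without *fc2* cycling replicate 2) among downregulated factors in “*fc2* vs. wt – cycling”, 0 to 1 (1 without wt cycling replicate 1) among upregulated factors in “*fc2 pub4* vs. wt – cycling” and 0 to 1 (0 without wt cycling replicate 2) among downregulated factors in “*fc2 pub4* vs. wt – cycling”. These fits rest on fewer libraries, and the cause was not tested further.

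Of 80 results for single genes, families and list tests, 53 kept their direction and their side of the threshold throughout. Among 1219 values 1128 did so, while 39 became weaker (36 of them with 1 library left out), 45 stronger (17 with 1 library left out) and 7 reversed, all with 1 library left out. Library size alone made 1 weaker and 5 stronger, no filter 4 stronger, at least 10 counts 1 weaker and 1 stronger, DESeq2 6 stronger, edgeR on all 18 libraries 2 stronger, DESeq2 on all 18 libraries 3 stronger and the adjusted p threshold of 0.05 4 stronger. The interaction of *OFP17* with light in *fc2* had a log2FC of −0.018 (without wt 24 h replicate 1) to 0.39 (without wt cycling replicate 3). The log2FC of *ICS1* in “*fc2 pub4* vs. wt – cycling” was −0.089 (without wt cycling replicate 3) to 0.39, and that of *PBS3* −0.21 (without wt cycling replicate 3) to 0.37, with −0.04 without *fc2 pub4* cycling replicate 1 and −0.03 without *fc2 pub4* cycling replicate 3. In “*fc2* vs. wt – cycling” *PAO1* had −0.13 (without *fc2* cycling replicate 1) to 0.43, with −0.01 without wt cycling replicate 1. None of these had a padj under 0.01, so their signs are not settled. The cause was not tested.

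With a replicate block, the DEGs numbered 2 down in “*fc2* vs. wt – 24 h”, 34 up and 17 down in “*fc2 pub4* vs. wt – 24 h” and 17 up and 20 down in “*fc2 pub4* vs. *fc2* – 24 h”. The DEGs of *fc2* counted 4 upregulated in 24 h light and moved back in *fc2 pub4*. Counts of changed genes in the lists were 2 in “*fc2 pub4* vs. wt – 24 h” for JA, 2 in “*fc2 pub4* vs. wt – 24 h” and 6 in “*fc2 pub4* vs. wt – cycling” for senescence, 14 in “*fc2 pub4* vs. wt – 24 h” for nuclear light reaction and 3 in “*fc2 pub4* vs. wt – 24 h” and 1 in “*fc2 pub4* vs. wt – cycling” for plastid loci. The enriched families numbered 0 among downregulated factors in “*fc2* vs. wt – cycling” and 1 among upregulated factors in “*fc2 pub4* vs. wt – cycling”. It made 1 single result weaker, the CO-like family, and 3 stronger, *WRKY46* in “*fc2 pub4* vs. wt – cycling” (log2FC 0.66) and the enrichment of SA regulation genes and of the WRKY family there. The replicate numbers do not pair the samples. The correlation of libraries with the same number in the same light, centred on the group means, was −0.00242 on average over 18 pairs (−0.149 to 0.0973), and 0 were above 0.1, so the replicate block removes no shared difference that could be seen. The cause of the moves was not tested.

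Depth limits the genes with few counts. *DAD1* had at most 3 counts in every library and was not tested after edgeR's filter on low counts, and *SAG12* was not tested after it between *fc2* and wt in 24 h light. In data simulated at the depth and spread of the 24 h comparison of *fc2* with wt, edgeR called 197 of 200 changed genes and 4 unchanged ones. The changed genes there were drawn from those with higher counts, so this does not cover genes with few counts.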

Differences from the paper's values

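No test in this part was chosen after the result was seen. The paper's methods name DESeq2 for the comparisons, and edgeR is used here with DESeq2 as an alternative. All the alternatives named here were set before the data were examined.

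In “*fc2* vs. wt – 24 h” 15 genes were up, 1 was down and 16 changed in all, against the paper's 60, 9 and 69. DESeq2 on the same libraries gave 58, 9 and 67. DESeq2 over all 18 libraries gave 54, 13 and 67, and an adjusted p threshold of 0.05 gave 52, 9 and 61. The edgeR fit over all 18 libraries closed the gap for the downregulated genes alone (6). The other alternatives closed none of these gaps. In “*fc2 pub4* vs. wt – 24 h” 21 genes were up, 11 down and 32 changed, against the paper's 46, 25 and 71. The counts were 46, 23 and 69 with DESeq2, 52, 33 and 85 with DESeq2 over all 18 libraries, 41, 20 and 61 with edgeR over all 18 libraries, 52, 30 and 82 at an adjusted p of 0.05, 34, 19 and 53 with no filter on low counts and 34, 17 and 51 with a replicate block, all of which closed the gap. The remaining ones did not.

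Taken gene by gene, all 16 DEGs of “*fc2* vs. wt – 24 h” and all 32 of “*fc2 pub4* vs. wt – 24 h” are among the paper's DEGs in Tables S2 and S4. In cycling light 1439 of 1464 DEGs of *fc2* and 176 of 189 DEGs of *fc2 pub4* are among the paper's. DESeq2 on the same libraries called 67 of the paper's 69 genes, 1531 of its 1532, 69 of its 71 and 189 of its 191 in the 4 comparisons.

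For the induction of microautophagy genes in “*fc2* vs. wt – cycling”, the hypergeometric p was 8.84e-09 against the paper's 1.27e-16, and none of the alternatives closed the gap. The background of the paper's test is not named in its text. The same holds for the regulation of SA biosynthesis, where p was 1 against the paper's 0.248 in “*fc2* vs. wt – 24 h”, 0.00108 against the paper's 3.29e-11 in “*fc2* vs. wt – cycling” and 0.199 against the paper's 3.89e-4 in “*fc2 pub4* vs. wt – cycling”, with no alternative closing any of these gaps.

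Of the 22 genes for the regulation of SA biosynthesis, 0 changed in “*fc2* vs. wt – 24 h” against the paper's 1, and 1 did with DESeq2 and at an adjusted p of 0.05. In “*fc2 pub4* vs. wt – 24 h” 0 changed against the paper's 2, and 2 did with DESeq2, with DESeq2 over all 18 libraries and at an adjusted p of 0.05. Of the senescence genes, 2 were up in “*fc2 pub4* vs. wt – cycling” against the paper's 5, with 34 of the 38 genes matched here. The count was 5 with no filter on low counts and with a replicate block, and 4 with DESeq2, with DESeq2 over all 18 libraries and without wt cycling replicate 2. The other alternatives did not close these gaps.

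Some of the paper's statements on genes also differ from the values found here. The paper states that *DAD1* is still induced in *fc2 pub4* in cycling light. Here it had at most 3 counts in every library, and no setting called it. In *fc2 pub4* in 24 h light the paper counts *WRKY28* and *WRKY46* as induced. Here their log2FC was 1.23 (padj = 0.0204) and 0.49 (padj = 0.0727). DESeq2 called both, and DESeq2 over all 18 libraries and an adjusted p threshold of 0.05 called *WRKY28*.

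The paper finds the bHLH and MYB-related families enriched among downregulated transcription factors of *fc2* in cycling light. Here their adjusted p was 0.109 and 0.240. For bHLH it was 0.0296 with factors called at a padj under 0.05, and for both families 0.0434 without *fc2* cycling replicate 2. The paper also finds WRKY and ERF factors enriched in *fc2 pub4* in cycling light, where the adjusted p was 0.067 and 0.179 here. With DESeq2 it was 0.0440 for both, and at a padj under 0.05 0.0254 for both. For WRKY library size alone (0.00399), at least 10 counts in every library (0.0430), edgeR (0.00496) or DESeq2 (0.00785) over all 18 libraries, a replicate block (0.0217) and the fits without *fc2 pub4* cycling replicate 1 (0.00296), *fc2 pub4* cycling replicate 2 (0.0444) or wt cycling replicate 2 (0.0115) also passed, and for ERF the fit without wt cycling replicate 1 (0.0278).

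The paper lists *PAO1* among the induced senescence genes. The locus of that name, AT5G13700, had a log2FC of 0.15 (padj = 0.728) in “*fc2* vs. wt – cycling”, and no setting called it. *PAO* (AT3G44880), of which it gives primers, had 0.83 (padj = 1.31e-04). The paper reports every nuclear light reaction gene of its list as repressed in *fc2* in cycling light. Of the 43 genes taken here 42 were, with *ATPC2* (log2FC 0.20) as the exception, and the count was 42 in every setting.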

Other observations

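The tests of transcription through the *FC2* locus, of plastid RNA carried over, of the spread in 24 h light and of neighbouring DEGs and of scaling for the nuclear light reaction genes, and the counts over other splits, were chosen after the results were seen.

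Every comparison was repeated for the other splits of its 6 libraries, of which there are 10 with the real one. For the DEGs of all 7 comparisons, 1 split of the 10, the real one, gave as many. The same held for each count above 0 of a list or of transcription factors, and for the set of SA response genes in “*fc2 pub4* vs. *fc2* – 24 h”. For each count of 0, all 10 splits gave as many, by construction. With 10 splits no share under 0.1 is possible, so that chance is not excluded by this alone.

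*FC2* itself was higher in *fc2 pub4* than in *fc2* in 24 h light (log2FC 0.79). Scaling between libraries is argued against by library size alone, which gave 0.86. The log2FC of *FC2* less that of *OFP17* was 0.54 (SE 0.12, with the errors of both genes taken as independent). This argues against more transcription from the T-DNA that raises both genes alike as the whole cause. Transcription from the T-DNA that raises *FC2* alone was not tested. In cycling light the log2FC of *FC2* was 0.26 (SE 0.10, padj = 0.0551). *FC2* also had a genotype by light interaction in *fc2* (log2FC 0.52, SE 0.14, padj = 0.00876), whose padj was no longer under 0.01 in 8 of the 12 fits without 1 library (log2FC 0.41 to 0.62). An effect of *pub4* on *FC2* may explain the difference, as a hypothesis. *PUB4* was lower in *fc2 pub4* than in *fc2* in cycling light (log2FC −0.36, SE 0.072, padj = 0.00253), but not under 0.01 without *fc2 pub4* cycling replicate 2 or 3 (log2FC −0.40 to −0.33 over the 6 fits).

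Some DEGs that the paper lists for *fc2* in 24 h light are flower genes, although leaves were sampled. Of 18 markers of flowers listed before their values were seen, 14 could be matched to a single locus, and 7 of these are in Tables S2 to S5. Left out were *SEP1*, *SEP2* and *MS2*, with more than 1 locus, and *A9*, with none. In “*fc2* vs. wt – 24 h” all 9 of those tested were higher in *fc2*, with 0 under a padj of 0.01, 8 at an unadjusted p under 0.05 and 7 adjusted over the list alone (6 with DESeq2 over all genes). Their median log2FC of 2.47, the same with *ACOS5* at its bound, was above those of 10000 random lists matched on expression (permutation p = 1e-04, the smallest these can give). Across the 24 h libraries, centred on group means, they had a mean correlation of 0.315 against 0.00709 for random lists (permutation p = 0.0018). The library *fc2* 24 h replicate 3 was the highest for 12 of the 14, with *SEP3* at 7.95 CPM and *AP1* at 6.73 CPM. Flower buds in some leaf samples may be the source. Of the 7 markers not in those tables only 2, *CRC* and *LFY*, were tested, so most of this rests on genes that the study had listed. An effect of *fc2* on flowering was not tested. Of the markers tested, 0 of 6 passed in “*fc2 pub4* vs. wt – 24 h” (0 at an unadjusted p under 0.05), 0 of 9 in “*fc2* vs. wt – cycling” (2), 1 of 8 in “*fc2 pub4* vs. wt – cycling” (2), which was *AG*, and 1 of 9 in “*fc2 pub4* vs. *fc2* – 24 h” (8), which was *ACOS5*, both lower in *fc2 pub4* and named after their values were seen.

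The DEGs of *fc2 pub4* could hold variants linked to *PUB4*. Of the 178 loci that were DEGs of *fc2 pub4* against wt in at least 1 light condition and were tested in both, 10 lay within 2 Mb of it and 168 elsewhere, with 6.46 near it by chance (exact hypergeometric p = 0.115, one-sided). Linked variants that act only on genes within this distance thus cannot explain the 168 elsewhere. Linked variants that act on distant genes are not addressed by this count. For the 10 near *PUB4*, linkage cannot be told apart from other causes, since the mutant was not compared with a sister line. Of the 32 DEGs of “*fc2 pub4* vs. wt – 24 h”, 4 had another DEG of the same direction among the 3 tested loci on either side, against 0.16 by chance (permutation p = 0.005 over 2000 random sets). The shares were 21 of 188 in “*fc2 pub4* vs. wt – cycling” (6.63 by chance) and 525 of 1462 in “*fc2* vs. wt – cycling” (376.9 by chance), so that neighbours also go together without *pub4*. Variants carried with *pub4* cannot be told apart from such shared regulation with 4 genes.

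A wider spread in 24 h light as the source of the small number of DEGs of *fc2* there is argued against by the spread itself. The biological coefficient of variation was 10.3% in 24 h light and 10.2% in cycling light.

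Nuclear light reaction genes tended to be lower in *fc2 pub4* in 24 h light, which the paper's text does not discuss. Of the 43 genes 0 had a padj under 0.01, but 40 had an unadjusted p under 0.05, 39 passed adjusted over the list alone, 10 to 38 passed in 6 of the 10 alternatives (28 with DESeq2), and 42 had a log2FC below 0 (median −0.55). Scaling is argued against by library size alone (median −0.45), a trend with GC content and gene length by the median after its removal (−0.55), and a shift of all abundant genes by random lists matched on expression (permutation p = 1e-04, the smallest that 10000 lists can give). In *fc2* itself 41 of the 43 had a log2FC below 0 (median −0.19), with 0 genes passing and 7 at an unadjusted p under 0.05. Between *fc2 pub4* and *fc2* 0 passed with edgeR and 33 had an unadjusted p under 0.05. DESeq2 called 18 there, all lower in *fc2 pub4*, and 29 adjusted over the list alone. An effect of *pub4* on these genes may explain the pattern, as a hypothesis. The 43 genes are regulated together and are not independent.

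Plastid loci were higher in *fc2* in 24 h light. Of 61 tested, 0 had a padj under 0.01 (1 with DESeq2) and 29 an unadjusted p under 0.05, and 57 had a log2FC above 0 (median 0.73). A shift shared by genes of the same counts is argued against by matched random lists (permutation p = 1e-04, the smallest possible). Plastid loci held 0.0203 ± 0.0026% of counts in wt and 0.0298 ± 0.0082% in *fc2* (SD, n = 3, exact permutation test, two-sided p = 0.2). In *fc2 pub4* they held 0.0300 ± 0.0034% (exact p = 0.1, the smallest possible). As mRNA was selected, plastid RNA may have been carried over unevenly, which with 3 libraries cannot be told apart from a change in the plastid. Of 62 loci in “*fc2 pub4* vs. wt – 24 h”, 1 passed, ATCG00190 (log2FC 0.64, named after its value was seen), with 29 at an unadjusted p under 0.05 and 5 adjusted over the list alone (0 to 7 over the alternatives).

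*ACTIN2*, the reference gene of RT-qPCR, was lower in *fc2* in cycling light (log2FC −0.49, SE 0.069, padj = 2.79e-04). Scaling as the whole cause is argued against by library size alone, which gave −0.26 (SE 0.068). An effect of *fc2* on it may remain, as a hypothesis. Of the 23 genes with RT-qPCR primers, 23 passed a padj of 0.01 in “*fc2* vs. wt – cycling” (19 higher and 4 lower, *LHCB1.2*, *CA1*, *ACTIN2* and *CHLH*), 11 in “*fc2 pub4* vs. wt – cycling” (9 higher and 2 lower, *CA1* and *CHLH*, 12 adjusted over the list alone) and 0 in “*fc2* vs. wt – 24 h” (5 at an unadjusted p under 0.05). For “*fc2 pub4* vs. wt – 24 h” 3 passed, the gene for chitinase (log2FC 1.80), *AAP3* (1.83) and *PTR3* (1.68), all 3 also adjusted over the list alone. Of the exonic bases of *AAP3*, 0.79% overlap a gene on the opposite strand, and of those of *CA1*, 10.5% overlap a gene on the same strand. Of the 50-base stretches of *LHCB1.2*, 10.65% occur elsewhere in the genome.

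Among the genes of Table S7, 15 of 39 under the response to salicylic acid passed a padj of 0.01 in “*fc2 pub4* vs. wt – cycling” (18 adjusted over the list alone) and 3 of 39 in “*fc2 pub4* vs. wt – 24 h” (7). The latter were *WRKY60*, AT3G51450 and *PTR3*, named like those that follow after their values were seen. Under the response to jasmonic acid 11 of 41 (12) and 3 of 40 (4, AT3G51450, AT4G20860 and *PTR3* among them) did, and under leaf senescence 9 of 26 (11) and 0 of 24 (5, with 8 at an unadjusted p under 0.05). In “*fc2 pub4* vs. *fc2* – cycling” 37 of 41, 37 of 43 and 24 of 28 were lower in *fc2 pub4*. As the study picked these genes in *fc2*, the counts are not independent evidence for it.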
